# ER stress decreases exosome production through adiponectin/T-cadherin-dependent and -independent pathways

**DOI:** 10.1016/j.jbc.2023.105114

**Published:** 2023-07-29

**Authors:** Keita Fukuoka, Ryohei Mineo, Shunbun Kita, Shiro Fukuda, Tomonori Okita, Emi Kawada-Horitani, Masahito Iioka, Kohei Fujii, Keitaro Kawada, Yuya Fujishima, Hitoshi Nishizawa, Norikazu Maeda, Iichiro Shimomura

**Keywords:** ER stress, exosome, extracellular vesicle, adiponectin, T-cadherin

## Abstract

Exosomes, extracellular vesicles (EVs) produced within cells, mediate both the disposal of intracellular waste and communication with distant cells, and they are involved in a variety of disease processes. Although disease modifications of exosome cargos have been well studied, it has been poorly investigated how disease processes, such as endoplasmic reticulum (ER) stress, affect EV production. We previously reported that adiponectin, an adipocyte-secreted salutary factor, increases systemic exosome levels through T-cadherin-mediated enhancement of exosome biogenesis. In the present study, we demonstrated that adiponectin/T-cadherin-dependent EV production was susceptible to ER stress and that low-dose tunicamycin significantly reduced EV production in the presence, but not in the absence, of adiponectin. Moreover, pharmacological or genetic activation of inositol-requiring enzyme 1α, a central regulator of ER stress, downregulated T-cadherin at the mRNA and protein levels as well as attenuated EV production. In addition, adiponectin/T-cadherin-independent EV production was attenuated under ER stress conditions. Repeated administration of tunicamycin to mice decreased circulating small EVs without decreasing tissue T-cadherin expression. Mechanistically, inositol-requiring enzyme 1α activation by silencing of the X-box binding protein 1 transcription factor upregulated the canonical interferon pathway and decreased EV production. The interferon pathway, when it was activated by polyinosinic–polycytidylic acid, also significantly attenuated EV production. Thus, we concluded that ER stress decreases exosome production through adiponectin/T-cadherin-dependent and -independent pathways.

Small vesicles delimited by a lipid bilayer released from cells are defined as extracellular vesicles (EVs) (1). Based on their generating mechanism, EVs can be defined in subpopulations as “ectosomes” that are shed directly from the plasma membrane and “exosomes” that are released by exocytosis of multivesicular bodies, in which the limiting membrane of multivesicular bodies buds inward to generate exosomes (intraluminal vesicles) in the internal space of endosomes (2). Importantly, exosomes are considered to be secreted from virtually all cells, if not all, in any tissue or organ under various conditions. Thus, exosomes have been shown to mediate diverse cellular communications from homeostatic to disease-exacerbating roles.

Cells can be subjected to a variety of stress conditions called cellular stresses. Among these, endoplasmic reticulum (ER) stress is thought to govern cell metabolism, function, and even fate. ER stress occurs when protein folding exceeds the ability of the ER to fold, which activates three unfolded protein sensors, namely, inositol-requiring enzyme 1α (IRE1α), protein kinase RNA-like ER kinase, and activating transcription factor 6α. These sensors are conserved among mammals, and signaling by these sensors upregulates the transcription of genes encoding ER chaperones, oxidoreductases, and ER-associated degradation components (3). IRE1α is an ER transmembrane protein containing two enzymatic activities, namely, a kinase and an endoribonuclease (RNase), both residing on its cytosolic face (4). IRE1α senses ER unfolded proteins through its ER luminal domain, which becomes oligomerized and autophosphorylated during ER stress (5, 6, 7). Phosphorylated IRE1α cleaves X-box binding protein 1 (*XBP1*) mRNA at specific sites to generate a mature mRNA encoding an active transcription factor, XBP1s, which directly binds to the promoter region of ER chaperone genes (8, 9, 10). In addition, hyperactivated IRE1α has been shown to target multiple mRNAs for degradation upon stress in an XBP1-independent manner, which is known as regulated IRE1-dependent mRNA decay. Regulated IRE1-dependent mRNA decay substrates are downregulated following dosing with tunicamycin (TM) or in the presence of hyperactivated IRE1α because of X*bp*1 depletion in mice (11, 12).

Adiponectin is a circulating factor produced by adipocytes. Adiponectin is assembled intracellularly and secreted as a trimer, hexamer, or high molecular weight multimer. Clinically, hexameric and multimeric adiponectins bind to T-cadherin, a unique cadherin with a glycosylphosphatidylinositol anchor at its C terminus instead of transmembrane and cytoplasmic domains, thereby promoting exosome biosynthesis and secretion (13, 14, 15). Such enhanced exosome production by adiponectin has been observed in endothelial, skeletal muscle, and mesenchymal stem/stromal cells and is considered to account for various organ protections by adiponectin, including muscle regeneration and recovery from acute renal ischemia‒reperfusion injury (16, 17, 18, 19). Despite its importance, the molecular regulation of T-cadherin has been poorly explored, except for methylation-induced downregulation in cancer metastasis (20).

In the present study, we found that T-cadherin was downregulated by ER stress through IRE1α activation at the mRNA and protein levels. ER stress also decreased EV production through adiponectin/T-cadherin-dependent and -independent pathways as well as reduced plasma EV levels in mice. Interferon (IFN) pathway activation may account for ER stress–induced suppression of EV production.

## Results

### Pharmacological induction of ER stress reduces both T-cadherin protein and mRNA levels in multiple cell lines

We examined T-cadherin protein expression in human embryonic kidney 293T (HEK293T) cells stably expressing T-cadherin (HEK293TT, Fig. S1*A*). Cells were treated with thapsigargin (TG), TM, or MG132 (MG) for 24 h, which cause ER stress *via* different mechanisms. Western blot analysis of whole-cell lysates showed that all compounds reduced T-cadherin protein levels and that they increased the expression of the glucose-regulated protein, glucose-regulated protein 78/binding protein (BiP), a well-known ER stress marker (Fig. 1*A*). Similarly, TG or TM reduced T-cadherin protein levels in UV-F2 endothelial cells and Chinese hamster ovary (CHO) cells stably expressing T-cadherin (CHO-T cell) (Figs. 1*B* and S1, *A* and *B*), but MG did not effectively reduce T-cadherin protein or induce BiP in these cells. These data suggested that T-cadherin protein reduction under ER stress is not a cell type–specific phenomenon.

**Figure 1:**
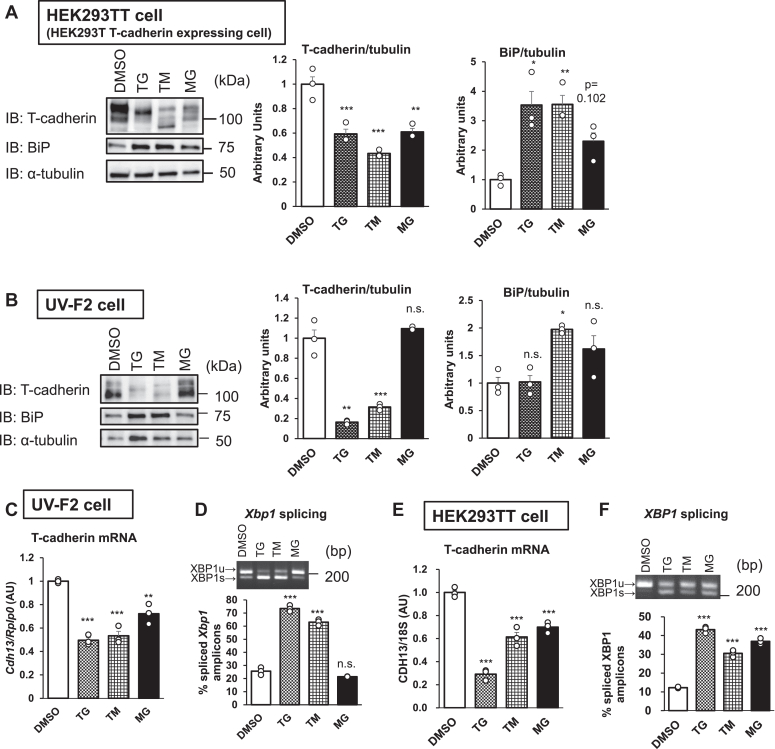
**Pharmacological induction of ER stress reduces T-cadherin protein and mRNA levels in cells.***A*, HEK293T cells stably expressing T-cadherin (293TT cells) were treated with 3 μmol/l thapsigargin (TG), 1 μmol/l tunicamycin (TM), or 1 μmol/l MG-132 (MG) for 24 h. T-cadherin and GRP78/BiP expression as normalized to α-tubulin. Whole-cell lysates (n = 3). *B*, UV-F2 cells treated with 0.3 μmol/l TG, 3 μmol/l TM, or 1 μmol/l MG for 24 h. Whole-cell lysates (n = 3). T-cadherin and BiP expression as normalized to α-tubulin. *C* and *D*, UV-F2 cells treated with 0.3 μmol/l TG, 3 μmol/l TM, or 1 μmol/l MG for 24 h. Whole-cell lysates (n = 3). *C*, T-cadherin mRNA expression as normalized to *Rplp0*. *D*, splicing rates of *Xbp1* amplicons analyzed by polyacrylamide gel electrophoresis. *E* and *F*, 293TT cells treated with 3 μmol/l TG, 1 μmol/l TM, or 1 μmol/l MG for 24 h. *E*, T-cadherin mRNA expression as normalized to *Rplp0*. *F*, splicing rates of *XBP1* amplicons analyzed by polyacrylamide gel electrophoresis. Data are presented as the mean ± SEM. The results expressed are representatives of two separate experiments. For *A*–*F*, statistical analyses were performed using one-way analysis of variance with Dunnett’s multiple comparisons. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. BiP, binding protein; ER, endoplasmic reticulum; GRP78, glucose-regulated protein 78; XBP1, X-box binding protein 1; HEK293T, human embryonic kidney 293T cell line.

To further investigate the mechanism of T-cadherin protein reduction under ER stress conditions, we examined T-cadherin mRNA expression in UV-F2 cells and found that the ER stress–inducing compounds decreased T-cadherin mRNA expression but increased *Xbp1* mRNA splicing (Fig. 1, *C* and *D*). Interestingly, a dose-dependent reduction in T-cadherin mRNA expression was also observed in CHO-T cells, which stably express T-cadherin complementary DNA (cDNA) driven by a retrovirus transcription element and otherwise have no detectable endogenous T-cadherin expression (Fig. S1, *C*–*E*) (13). These findings suggested that T-cadherin mRNA is downregulated because of reduced stability of the transcribed mRNA of T-cadherin under ER stress conditions. Similarly, the ER stress–inducing compounds decreased T-cadherin mRNA expression but increased *XBP1* mRNA splicing in HEK293TT cells (Fig. 1, *E* and *F*). The time-course experiment using HEK293TT cells demonstrated that T-cadherin mRNA was not downregulated at 2 and 4 h after TM treatment but was downregulated at 10 and 24 h after TM treatment (Fig. S1*F*). In contrast, *XBP1* splicing was elevated at 2 and 4 h but elevated to a lesser extent at 10 and 24 h (Fig. S1*G*).

### T-cadherin mRNA downregulation during ER stress is dependent on IRE1α

IRE1α is activated by ER stress and catalyzes the degradation of multiple mRNAs in an XBP1-independent manner (21). We found a candidate IRE1α recognition site in the T-cadherin mRNA sequence (Fig. S2). Therefore, we hypothesized that T-cadherin mRNA is degraded through IRE1α ribonuclease activity under ER stress conditions. To test this hypothesis, we investigated whether the selective IRE1 RNase inhibitor, 4μ8c, inhibits T-cadherin mRNA reduction under ER stress conditions in UV-F2 cells. TG treatment reduced T-cadherin mRNA expression, and this mRNA reduction was significantly attenuated by 4μ8c cotreatment (Fig. 2*A*). Similarly, XBP1 splicing was upregulated by TG treatment but was completely blocked by 4μ8c cotreatment (Fig. 2*B*). These results suggested that IRE1α ribonuclease activity is, at least in part, responsible for T-cadherin mRNA decay under ER stress conditions. Interestingly, the reduction in T-cadherin protein expression by TG treatment was not rescued by 4μ8c cotreatment (Fig. 2*C*). Therefore, another pathway may also attenuate T-cadherin protein expression under ER stress conditions.

**Figure 2:**
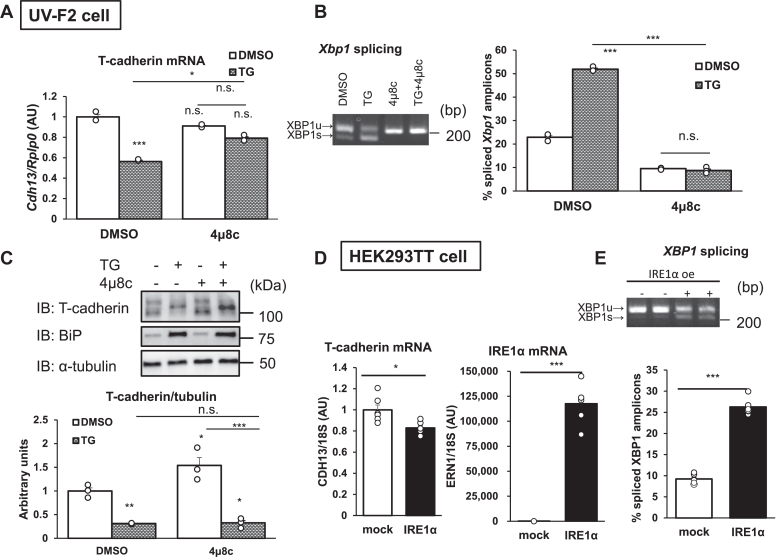
**T-cadherin mRNA downregulation under ER stress is IRE1α dependent.***A*–*C*, UV-F2 cells treated with 0.3 μmol/l TG and 30 μmol/l 4μ8c for 24 h. *A*, T-cadherin mRNA expression as normalized to *Rplp0* (n = 3). *B*, splicing rates of *Xbp1* amplicons analyzed by polyacrylamide gel electrophoresis. *C*, representative Western blots of whole-cell lysates (n = 3). T-cadherin expression as normalized to α-tubulin. *D* and *E*, transient overexpression of IRE1α in 293TT cells. *D*, T-cadherin and IRE1α mRNA expression as normalized to *Rplp0* (n = 6). *E*, splicing rates of *XBP1* amplicons analyzed by polyacrylamide gel electrophoresis. Data are presented as the mean ± SEM. The results expressed are representatives of two separate experiments. For *A*–*C*, statistical analyses were performed using one-way analysis of variance with Tukey’s multiple comparisons. *D* and *E*, statistical analyses were performed using Student’s *t* test. ∗*p* < 0.05, ∗∗*p* < 0.0, and ∗∗∗*p* < 0.001. ER, endoplasmic reticulum; IRE1α, inositol-requiring enzyme 1α; TG, thapsigargin; XBP1, X-box binding protein 1.

To further verify T-cadherin mRNA downregulation through IRE1α ribonuclease activity, we transiently overexpressed IRE1α, which is self-activated by clustering of overproduced IRE1α proteins (22). As expected, IRE1α overexpression in HEK293TT cells reduced T-cadherin mRNA expression (Fig. 2*D*), in accordance with the increased *XBP1* splicing, which suggested that overexpression of IRE1α induced its RNase activity and reduced T-cadherin mRNA levels (Fig. 2*E*).

### Pharmacological induction of ER stress reduces EV production from cells through adiponectin/T-cadherin-dependent and -independent pathways

We have previously reported that T-cadherin binds adiponectin and mediates exosome production by adiponectin (14). Because ER stress attenuated T-cadherin expression, we investigated if the cells produce fewer exosomes under ER stress than under normal conditions. When we treated UV-F2 cells with TG, TM, and MG, the typical exosome markers in semipurified EV fractions were significantly reduced by these agents (Fig. 3*A*). Similarly, HEK293TT cells showed lower exosome marker expression when treated with TM or MG but not with TG (Figs. 3*B* and S3*A*). TG, a sarco/endoplasmic reticulum calcium-ATPase inhibitor, causes ER stress by increasing the intracellular calcium concentration (23), and increased intracellular calcium enhances exosome secretion (24). Therefore, the number of produced exosomes may depend on the balance between the decrease in exosome synthesis under ER stress and the increase in exosome secretion because of the increased intracellular calcium in the case of TG. The time-course study of EV production demonstrated a linear increase in exosome markers in the EV fraction purified from the conditioned media and its suppression by TM (Fig. S3*A*). A reduction in EV production was also observed in CHO-T cells (Fig. S3, *B*–*D*). Such decreased EV production under ER stress conditions was not recovered by 4μ8c cotreatment (Fig. S3*E*). We next evaluated whether ER stress abolishes the effect of adiponectin on EV production. As we have previously reported (14), adiponectin increased exosome production from F2T cells when the secreted exosomes were measured with exosome-specific marker protein expression by Western blot analysis and with exosome-sized particle counts by nanoparticle tracking analysis (Fig. 3, *C* and *D*). The low-dose TM treatment decreased EV production in the presence of adiponectin, but it did not affect EV production in the absence of adiponectin (Fig. 3, *C* and *D*). The concentration of TM in this experiment was low to avoid cytotoxicity during the 48 h incubation period, and T-cadherin expression was not reduced under these conditions at either the protein or mRNA level (Fig. S3, *F* and *G*). However, a higher dose of TM significantly decreased T-cadherin expression after 24 h of incubation (Fig. 1). There was no significant cytotoxicity observed as assessed by cell yields (Fig. S3*H*), and the levels of exosome markers were normalized by cell yields (Fig. 3, *A* and *B*). These findings suggested that cells produce fewer exosomes under ER stress conditions independent of IRE1α activation and that adiponectin/T-cadherin-mediated exosome production is highly sensitive to ER stress.

**Figure 3:**
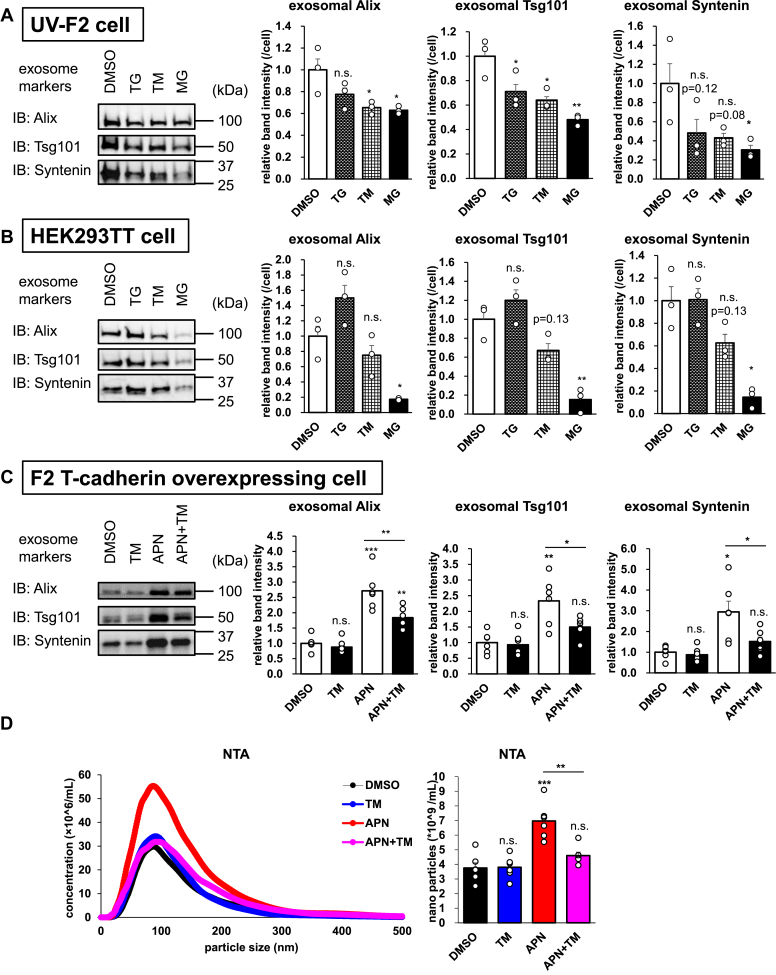
**Pharmacological induction of ER stress reduces EV production from cells.***A*–*C*, Western blots of EV fractions from the conditioned media. *A*, UV-F2 cells treated with 0.3 μmol/l TG, 3 μmol/l TM, or 1 μmol/l MG for 24 h (n = 3). *B*, 293TT cells treated with 3 μmol/l TG, 1 μmol/l TM, or 1 μmol/l MG for 24 h (n = 3). *C* and *D*, F2 T-cadherin stably expressing cells cultured with 5% exosome-free adiponectin KO mouse serum with or without 100 nmol/l TM and 20 μg/ml adiponectin for 48 h (n = 6). *C*, Western blots of EV fractions from the conditioned media. *D*, nanotracking analysis of the conditioned media. Data are presented as the mean ± SEM. The results expressed are representatives of two separate experiments. For *A* and *B*, statistical analyses were performed using one-way analysis of variance with Dunnett’s multiple comparisons. For *C* and *D*, statistical analyses were performed using one-way analysis of variance with Tukey’s multiple comparisons. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. ER, endoplasmic reticulum; EV, extracellular vesicle; MG, MG132; TG, thapsigargin; TM, tunicamycin.

### IRE1α activates the IFN pathway, which downregulates T-cadherin expression and EV production

Nicholas *et al.* (25) reported that *XBP1* knockdown activates IRE1α. In the present study, *Xbp1* silencing (85% knockdown) in CHO-T cells reduced T-cadherin gene expression to 65% (Figs. 4, *A* and *B*, and S4*A*), and T-cadherin protein expression was also significantly reduced by *Xbp1* knockdown (Fig. 4*C*). *Xbp1* silencing increased phosphorylated c-Jun N-terminal kinase and IRE1α, which confirmed that XBP1 depletion induced IRE1α activation (Fig. 4*C*). EV production was also decreased by *Xbp1* silencing (Fig. 4*D*). Next, RNA-Seq was performed to elucidate the biological pathway that limits EV production by IRE1α activation. 

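CHO-T cells are Chinese hamster ovary cells infected with a retrovirus that carries the cDNA of mouse T-cadherin. RNA was taken 48 h after transfection with negative control siRNA (n = 3 libraries) or *Xbp1* siRNA (n = 3 libraries), and stranded mRNA libraries were sequenced. The authors deposited, for each library, the normalized expression in FPKM (fragments per kilobase of exon, scaled to the mapped reads of the library) of 27873 entries named by gene symbol, of which 10274 were listed at 0 in all 6 libraries. The aligner, the genome build and the annotation are not named in the paper's text, so genes are given by symbol without coordinates. The raw counts named in the methods were not used here. Expression was compared with limma on the log2(FPKM + 0.1) scale, which understates the change of weakly expressed genes, over the 14361 genes with a mean FPKM of at least 0.1. A gene was called higher or lower when its p-value, adjusted by the Benjamini-Hochberg method, was under 0.05 and its log2 fold change was at least 1 in size. FPKM values carry no read totals, but low values fell on steps. Among 3042 genes with a mean FPKM of up to 0.8 and a value above 0 in at least 4 libraries, 80.7% had values in all libraries that were whole multiples of a common step, against 11.2% after random shifts. The ratios of these steps between libraries gave a depth of 94.0% and 98.0% for control replicates 2 and 3 relative to control replicate 1, and of 102%, 98.2% and 116% for *Xbp1* siRNA replicates 1, 2 and 3.

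The silenced gene was examined first, as a check of the labels. *Xbp1* had 26.8 ± 1.35 FPKM (SD, n = 3) with control siRNA and 1.89 ± 0.440 FPKM (SD, n = 3) with *Xbp1* siRNA, a reduction of 93.0%. Its log2 fold change was −3.78 (standard error 0.16, adjusted p = 5.61e-06 from limma) and lay between −3.89 and −3.58 when each library was left out in turn. A pseudocount of 1 moved it most, to −3.28. The libraries of the 2 conditions did not overlap, for which an exact two-sided permutation test of 3 libraries against 3 gives 0.10, the smallest p that this design allows.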

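After transfection with *Xbp1* siRNA, 386 genes were called higher and 359 lower. The genes called higher were weakly expressed, with a median of 1.60 for their mean FPKM against 9.61 for those called lower, and 143 of the former and 63 of the latter had a mean FPKM under 1. Without the fold threshold, the alternative that moved these counts most, 2898 genes were higher and 2904 lower. With a pseudocount of 1, 114 genes were called higher and 205 lower. Among named genes with a mean FPKM of at least 1 and no overlap between the conditions, the largest decreases after that of *Xbp1* itself were in *Ms4a15*, with a log2 fold change of −3.22, *Areg* with −3.13, *Ereg* with −2.84 and *Sumf1* with −2.78. The largest increases were in *Ptx3* with 2.99, *Mamdc2* with 2.73, *Pglyrp2* with 2.65, *Tlr2* with 2.60 and *Col12a1* with 2.54. Without control replicate 3, which holds 1 read of *Ptx3*, the log2 fold change of *Ptx3* was 2.34. Of these 9 genes, *Areg* had the smallest adjusted p (1.06e-08, limma) and *Ptx3* the largest (0.00315). *Areg* fell from 1045 ± 7.36 FPKM (SD, n = 3) to 119 ± 3.44 FPKM (SD, n = 3), and *Ptx3* rose from 0.377 ± 0.294 FPKM (SD, n = 3) to 3.08 ± 0.329 FPKM (SD, n = 3).

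**Figure D1:**
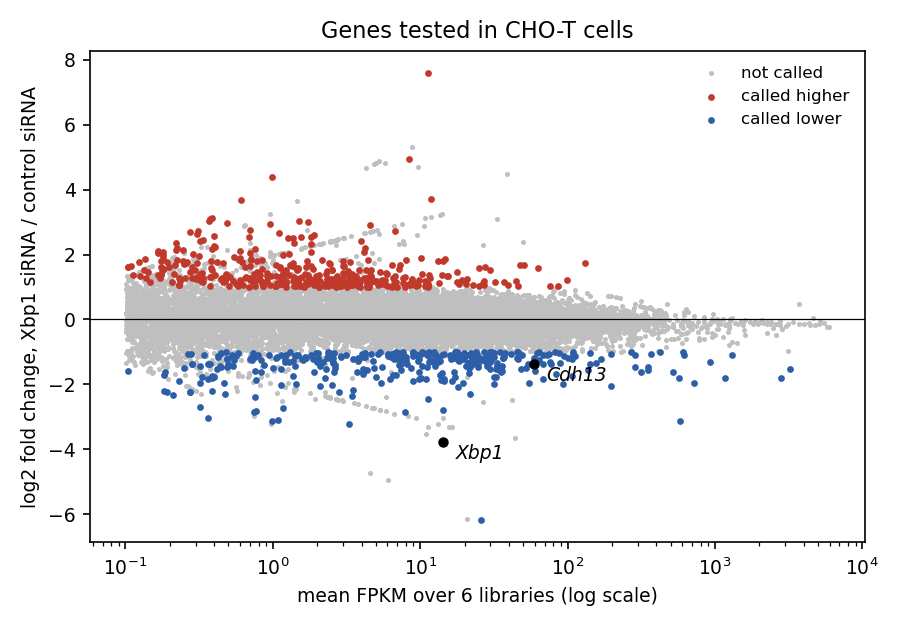
Log2 fold change (*Xbp1* siRNA over control siRNA, vertical axis) against the mean FPKM over the 6 libraries (horizontal log axis) of each gene tested, with the 386 genes called higher and the 359 called lower in colour. Of the genes called higher, 143 lie under a mean FPKM of 1, against 63 of those called lower.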

In total, there were 457 and 403 genes significantly upregulated and downregulated by *Xbp1* silencing, respectively (Table S1). 

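Principal components were computed from the log2(FPKM + 0.1) values of the genes tested, centred but not scaled. The first component held 36.6% of the variance and separated the conditions, with scores of −38.9, −35.5 and −36.7 for the libraries with control siRNA and of 39.3, 38.6 and 33.2 for those with *Xbp1* siRNA. The second component held 18.1% and spread libraries of the same condition apart, from −46.9 to 37.8 for *Xbp1* siRNA and from −8.41 to 15.9 for control siRNA. Scaling each gene to unit variance moved the share of the first component most, to 53.2%.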

Principal component analysis indicated that *Xbp1* knockdown changed the gene expression profiles (Fig. 4*E*). The T-cadherin gene was one of the most downregulated genes by *Xbp1* silencing (Fig. S4*B*). 

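In the deposited values, *Cdh13*, the gene of T-cadherin, had 85.2 ± 0.478 FPKM (SD, n = 3) with control siRNA and 32.9 ± 0.476 FPKM (SD, n = 3) with *Xbp1* siRNA, which is 38.6% of the control. Its log2 fold change was −1.37 (standard error 0.034, adjusted p = 7.96e-07 from limma), and it stayed between −1.38 and −1.36 when each library was left out in turn. Among the genes called lower, *Cdh13* ranked 142 by the size of its fold change. Of all genes tested, its p-value was the 11th smallest. Among the 82 genes called lower that had a mean FPKM of at least 30, its fold change ranked 34. The cells express mouse T-cadherin from a retrovirus, so reads of the transgene are counted on the hamster gene only as far as the sequences match. The paper reports that T-cadherin is not detectable in these cells apart from the transgene. By that report, the reads would come mainly from the transgene. How the reads divide between the transgene and the hamster gene was not tested in the deposited values.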

Although we hypothesized the downregulation of multiple genes that are reported to be necessary for exosome formation or secretion, we only found one gene, namely, T-cadherin (Table S2). 

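Table S2 lists 40 genes, of which 38 were matched to the files by name; *Hsp90ab1* and *Atg7* were not. *Laptm4b* was listed at 0 in every library, which left 37 genes tested. *Cdh13* and *Lamp1* were called lower and *Rab27b* was called higher, and the same 3 genes were called when p was adjusted over the list alone. *Lamp1* had 225 ± 4.00 FPKM (SD, n = 3) with control siRNA and 88.4 ± 3.60 FPKM (SD, n = 3) with *Xbp1* siRNA, a log2 fold change of −1.34 (adjusted p = 1.59e-06, limma). A remark in Table S2 says that knockdown of *Lamp1* increased exosomes. *Rab27b* rose from 0.592 ± 0.125 FPKM (SD, n = 3) to 1.74 ± 0.0770 FPKM (SD, n = 3), a log2 fold change of 1.43 (adjusted p = 0.00115, limma). With a pseudocount of 1, *Rab27b* had a log2 fold change of 0.79 and was not called. Without the fold threshold, 14 genes of the list were higher and 7 lower, among them *Rab7a* with a log2 fold change of 0.71, *Cd81* with 0.70 and *Sdc4* with −0.72.

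**Figure D2:**
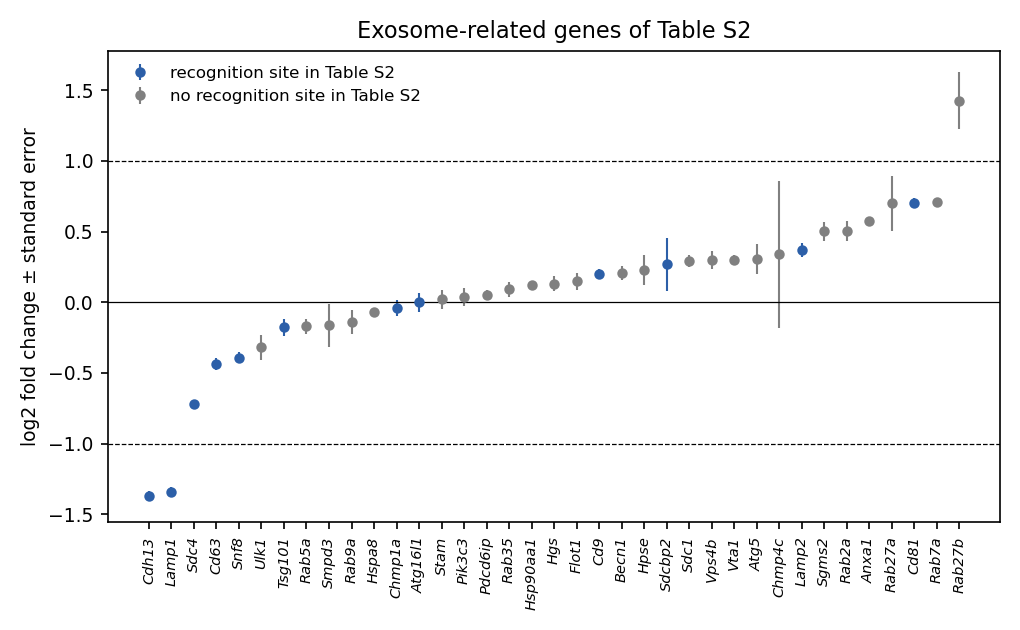
Log2 fold change (*Xbp1* siRNA over control siRNA, vertical axis) with its standard error for each of the 37 genes of Table S2 tested, coloured by whether Table S2 marks an IRE1α recognition site. *Cdh13* and *Lamp1* lie lowest, at −1.37 and −1.34, and *Rab27b* highest, at 1.43.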

Ingenuity pathway analysis revealed that *Xbp1* silencing resulted in the upregulation of innate immune responses, such as signal transducer and activator of transcription 1, interferon alpha and beta receptor subunit 1, and inflammatory response pathways (Fig. 4, *F* and *G*). 

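Ingenuity pathway analysis was not repeated. The transcript of *Ifnar1* had a log2 fold change of −0.08 (adjusted p = 0.164, limma) and was not called. This value does not measure the activity of the pathway that the paper names. A list of 38 inflammatory genes regulated by NF-kB was tested with camera, at its preset correlation between genes of 0.01 and with adjustment over 7 lists. Of its genes, 25 were tested, 3 of which are among those of Fig. 4H. Their median log2 fold change was 0.70 (adjusted p = 2.93e-04 by limma's camera), and 20 of them were higher. With *Bcl3*, *Csf2* and *Cxcl10*, whose control libraries hold 3 reads or fewer, set to their lower bounds, the median was 0.69. *Tnfaip3*, *Icam1*, *Tlr2*, *Cxcl10* and *Ptx3* were called higher and *Ier3* lower; adjusted over the list alone, 6 genes were called higher and 1 lower. A pseudocount of 1 moved the median most, to 0.43. Under the fry test, this list and that of interferon-stimulated genes had adjusted p of 1.27e-04 and 8.42e-05. Unlike camera, fry does not compare a list with the other genes, so it asks a weaker question. Neither shift held under camera with a correlation between genes estimated from the data, with an adjusted p of 0.0878 for both (limma).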

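Of the 13 genes that Fig. 4H plots, *Cxcl10*, *Il7*, *Cd80*, *Tlr2*, *Edn1*, *Tlr1*, *Icam1*, *Xdh*, *Hgf* and *Eif2ak2* were called higher, and *Spp1* and *Il33* lower. *Tlr3* had a log2 fold change of 0.80 (adjusted p = 0.0562, limma) and was not called. Adjusted over the list alone, 10 genes were called higher and 2 lower, which is not independent evidence, since the study chose the genes on these samples. *Icam1* rose from 60.1 ± 1.65 FPKM (SD, n = 3) to 201 ± 6.95 FPKM (SD, n = 3), a log2 fold change of 1.74 (adjusted p = 5.43e-07, limma). *Il33* had a log2 fold change of −1.67 and *Spp1* one of −1.11. Several of the other genes rest on few reads. *Cxcl10* had 1, 2 and 1 reads in the control libraries and 31, 12 and 15 with *Xbp1* siRNA, and was at least 5.99-fold higher. *Il7* was at least 3.44-fold higher, *Cd80* at least 3.38-fold and *Edn1* at least 3.16-fold, and the fitted fold changes of these 4 genes depend on the pseudocount. With a pseudocount of 1, the alternative that moved the count most, 4 genes were called higher, namely *Cxcl10*, *Icam1*, *Tlr2* and *Xdh*.

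Leaving out 1 library changed the call of 4 genes, and 7 to 9 genes were then called higher. *Il7* was not called without control replicate 1, 2 or 3 or *Xbp1* siRNA replicate 1 or 2 (adjusted p from 0.0573 to 0.0864, limma), and without *Xbp1* siRNA replicate 3 it fell under the filter. The adjusted p of *Tlr1* was 0.0773 without *Xbp1* siRNA replicate 1 and 0.0650 without replicate 2. *Hgf* had a log2 fold change of 0.97 without *Xbp1* siRNA replicate 1 and 0.96 without replicate 3. *Eif2ak2* had a log2 fold change of 0.74 without control replicate 3, and an adjusted p of 0.0701 without *Xbp1* siRNA replicate 2 and 0.0852 without replicate 3.

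**Figure D3:**
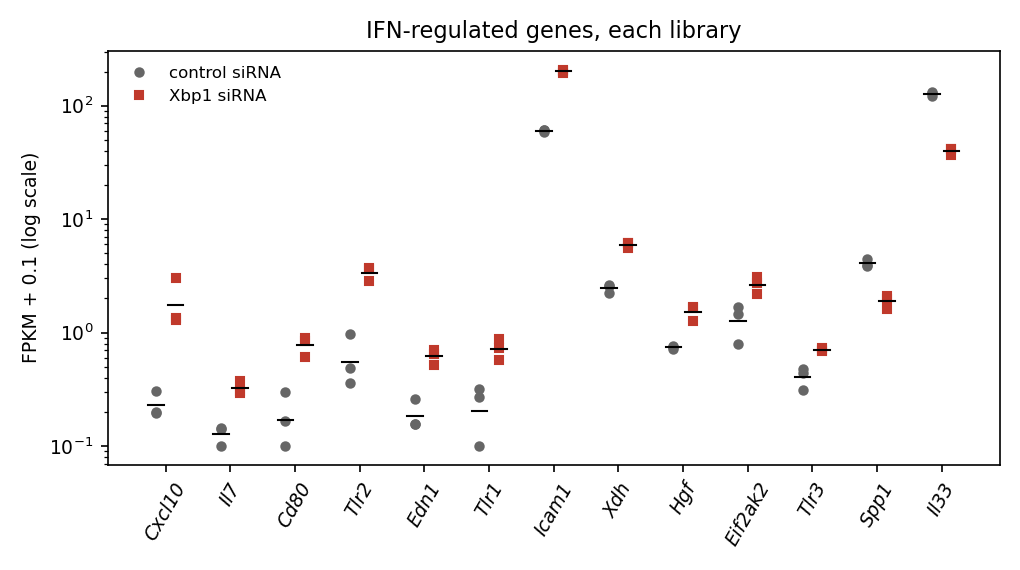
FPKM + 0.1 (vertical log axis) of the 13 genes of Fig. 4H in each library with control siRNA and *Xbp1* siRNA, with bars at the geometric mean of the 3 libraries. *Spp1* and *Il33* are lower with *Xbp1* siRNA, and the other 11 genes are higher.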

Many IFN-regulated genes were upregulated by *Xbp1* silencing (Fig. 4*H*). Carolina *et al.* (26) reported that IFN-induced ISGylation of TSG101 inhibits exosome production, and Maja *et al.* (27) also reported that *Ifnb1* gene expression is upregulated by IRE1α RNase activity in the BV-2 microglia-like cell line. Therefore, IFN-regulated pathway activation by IRE1α activation may play a role for the attenuated exosome production by Xbp1 silencing observed in the present study. To test this hypothesis, we treated UV-F2 cells with polyinosinic–polycytidylic acid [poly(I:C)]. As expected, poly(I:C) increased the expression of known IFN-regulated genes, such as protein kinase R and Toll-like receptor 3, and it decreased T-cadherin mRNA expression (Fig. S5*A*) and exosome markers in EV fractions (Fig. S5*B*). Importantly, poly(I:C) neither elevated *Xbp1* splicing (Fig. S5*C*) nor induced glucose-regulated protein 78 mRNA (Fig. S5*A*), which suggested that poly(I:C) did not activate any ER stress pathway. These data suggested that activation of IRE1α may be sufficient but not necessary to downregulate T-cadherin mRNA and exosome production.

**Figure 4:**
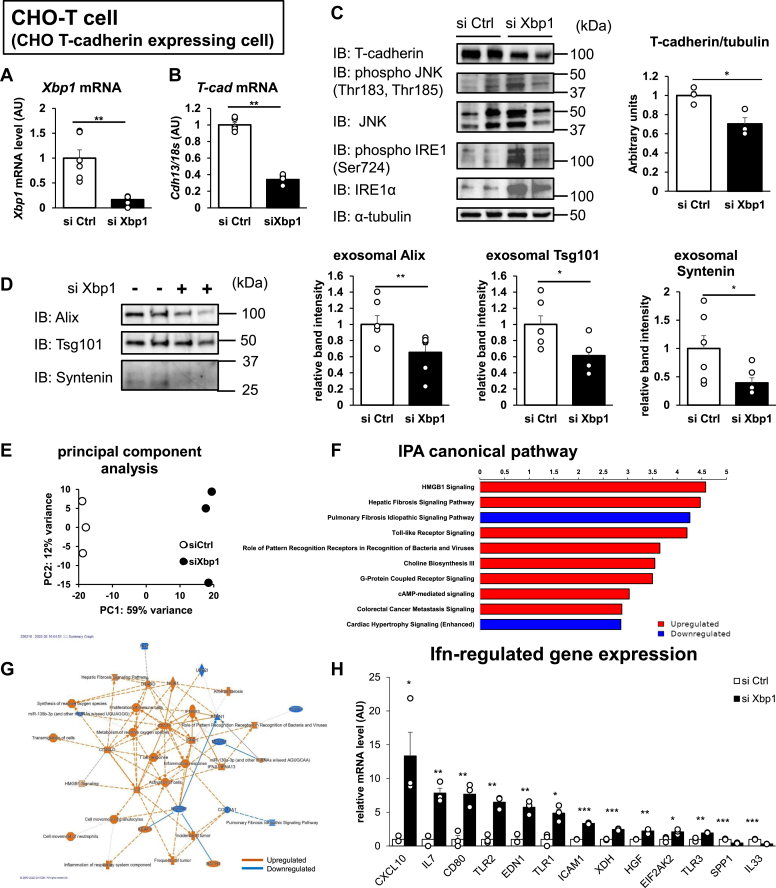
**The IFN pathway is associated with ER stress–induced downregulation of EV production.***A*–*H*, CHO T-cadherin stably expressing cells (CHO-T cells) transfected with the indicated siRNA for 48 h. *A*, *Xbp1* expression as normalized to total RNA (n = 6). *B*, T-cadherin mRNA expression as normalized to *Rplp0* (n = 6). *C*, Western blots of whole-cell lysates (n = 3). *D*, Western blots of EV fractions from the conditioned media. *E*, principal component analysis (n = 3). *F*–*H*, pathway analysis with ingenuity pathway analysis (IPA). *F*, the canonical pathway in differentially expressed genes. *G*, graphic summary of the canonical pathway. *H*, IFN-regulated gene expression. Data are presented as the mean ± SEM. The results expressed are representatives of two separate experiments. *A*–*D* and *H*, statistical analyses were performed using one-way analysis of variance with Student’s *t* test. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. CHO, Chinese hamster ovary cell line; ER, endoplasmic reticulum; EV, extracellular vesicle; IFN, interferon; Xbp1, X-box binding protein 1.

### TM-induced ER stress reduces plasma EV *in vivo*

We next tested whether ER stress reduces EV production *in vivo*. Male C57BL6/J mice were challenged with i.p. TM (1 μg/g body weight/day) or vehicle for 2 days, which demonstrated that body weight was slightly reduced by TM injection (Fig. S6*A*). As reported previously (28, 29), upregulation of BiP at both the mRNA and protein levels as well as an increase in *Xbp1* splicing was observed in the livers of TM-injected mice, which confirmed that TM induced ER stress (Fig. 5, *A*–*C*). However, ER stress was not induced in the aorta, heart, and muscle where T-cadherin is highly expressed (Fig. S6, *B*–*D*) (30). We then analyzed the amounts of plasma EVs. As expected, the exosome markers of semipurified EV fractions were significantly reduced by TM treatment (Fig. 5*D*). Nanoparticle tracking analysis of the purified small EV fractions indicated that TM treatment reduced the number of exosome-sized particles in the plasma (Figs. 5*E* and S6*E*). The decrease of circulating small EVs in the plasma was independent of body weight reduction. Under fasting conditions, TM injection reduced EVs without significant changes in body weight (Fig. S7).

**Figure 5:**
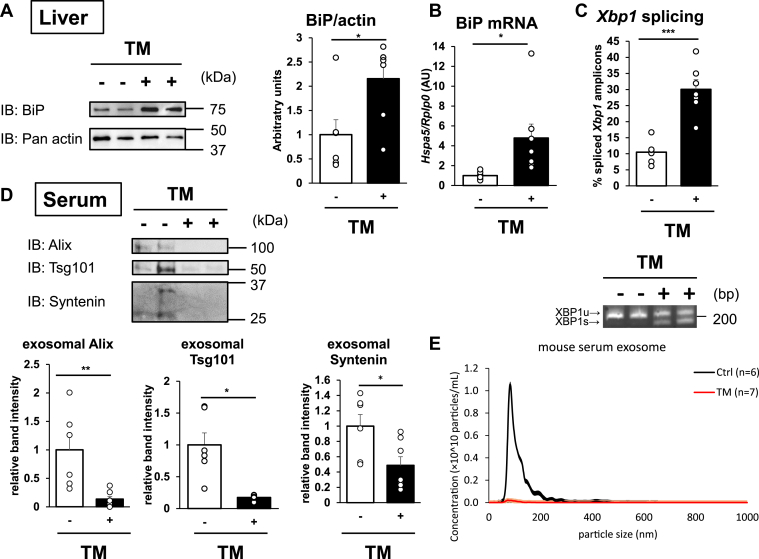
**Tunicamycin (TM)-induced ER stress reduces plasma small EVs in mice.** Male C57BL6/J mice were challenged with TM (1 μg/g body weight/day) or vehicle control for 2 days (n = 6–7). *A*, liver tissue lysates subjected to Western blot analysis with the indicated antibodies. *B*, BiP mRNA expression in the liver as normalized to *Rplp0*. *C*, splicing rates of *Xbp1* amplicons in liver RNA as analyzed by polyacrylamide gel electrophoresis. *D*, Western blots of exosome markers in the EV fractions from the plasma. *E*, nanotracking analysis (NTA) of purified plasma EV fractions. Data are presented as the mean ± SEM. The results expressed are representative of two separate experiments. Statistical analyses were performed using one-way analysis of variance with Student’s *t* test. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. BiP, binding protein; ER, endoplasmic reticulum; EV, extracellular vesicle; Xbp1, X-box binding protein 1.

## Discussion

In the present study, we showed that T-cadherin protein and mRNA expression was downregulated under ER stress conditions. T-cadherin mRNA expression was significantly reduced by activation of IRE1α. Following our previous findings, adiponectin increased EV production from F2T cells, which stably overexpress T-cadherin. Although adiponectin/T-cadherin-mediated and general EV production were downregulated by pharmacological and genetic IRE1α activation, adiponectin/T-cadherin-dependent EV production was more sensitive to ER stress. Pharmacological induction of ER stress in mice almost completely diminished the levels of circulating small EVs. IRE1α activation upregulated the canonical IFN-related pathway, which in turn decreased EV production, suggesting that ER stress–induced IFN-related pathway activation may mediate the general cellular mechanism to arrest exosome production.

Multiple clinical studies have demonstrated that adiponectin, especially its multimeric forms, is a pleiotropic circulating factor, and the concentration of adiponectin declines with increasing weight (31, 32, 33, 34, 35). We have previously demonstrated that the native adiponectin in human or murine serum specifically binds to cells expressing T-cadherin but not to cells expressing other receptor candidates, such as AdipoR1, AdipoR2, or calreticulin (13, 36, 37). Organ protection by adiponectin has been reported to require the presence of T-cadherin in several different mouse models, including heart failure, atherosclerosis, revascularization, muscle regeneration, and renal ischemia‒reperfusion models (16, 17, 38, 39, 40). The present study suggested that T-cadherin is susceptible to ER stress at both the mRNA and protein levels. Interestingly, it has been reported that ER stress in adipocytes attenuates the folding and multimer assembly of adiponectin, which largely represents an overnutrition-induced decrease in multimer adiponectin in plasma (41). Therefore, these findings suggest that adiponectin and T-cadherin are coordinately regulated under ER stress conditions in a localization-dependent manner.

The present study demonstrated that ER stress reduced EV production in multiple types of cells and in mice. TM injection in mice caused almost complete diminishment of circulating EVs. Because half of the circulating EVs depend on the adiponectin/T-cadherin system (14), the adiponectin/T-cadherin-dependent EV production may have been affected by TM injection in mice. ER stress was evident in the liver but not in tissues where T-cadherin is abundantly expressed, such as the heart, aorta, and muscle. Therefore, both adiponectin/T-cadherin-dependent and adiponectin/T-cadherin-independent EV production were likely downregulated.

Although the T-cadherin mRNA sequence possesses an IRE1α recognition site, the responsibility of this site for IRE1α-dependent mRNA degradation was not confirmed by a site-directed mutant or by quantitative PCR primers spanning this site (data not shown). Similarly, RNA-Seq analysis indicated that there was little difference in the expression of genes with or without this recognition site after XBP1 depletion (Table S2). It has been reported that the presence of an IRE1α recognition site is not sufficient for IRE1α-dependent mRNA degradation (42). 

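Table S2 marks genes with this site in a column headed RIDD (regulated IRE1-dependent decay) and lists mouse transcript entries beside them, while the cells are from hamster. Of the Table S2 genes tested, 12 are marked with the site and 25 without. Their mean log2 fold change was −0.25 (SD 0.65) with the site and 0.24 (SD 0.36) without it, with medians of −0.11 and 0.21, and 8 of the 12 genes with the site were lower against 5 of the 25 without it. The difference in means of −0.49 had p = 0.00449 in a two-sided permutation test of the marks with 100000 permutations, in which genes are not independent replicates. Without *Cdh13* the difference was −0.39 (p = 0.0163, two-sided permutation test). Without *Cdh13* and *Lamp1*, a choice made after their values were seen, it was −0.27 (p = 0.0693, two-sided permutation test).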

In the present study, the time-course experiment showed that T-cadherin mRNA decreased later than *XBP1* splicing (Fig. S1, *F* and *G*). Although T-cadherin mRNA is a target of IRE1α-mediated decay, it may not be a superior substrate to the typical substrate, namely, *XBP1* mRNA.

One fundamental role of ER stress response may depend on protein kinase RNA-like ER kinase, which globally represses translation through the phosphorylation of eukaryotic initiation factor 2 alpha (43). The present results suggested that specific inhibition of IRE1 RNase activity did not rescue T-cadherin protein expression, but it significantly rescued T-cadherin mRNA expression. The repression of T-cadherin protein translation by eukaryotic initiation factor 2 alpha may account for this attenuated protein expression.

A previous study on the regulation of T-cadherin protein under ER stress conditions has reported that treatment with chemical inducers of ER stress for less than 9 h upregulates T-cadherin protein in cultured endothelial cells (44). The present study showed IRE1α-dependent downregulation of T-cadherin mRNA and independent downregulation of T-cadherin protein expression. Downregulated T-cadherin has also been observed in the aorta of obese diabetic db/db mice, a pathological model of hyperglycemia-induced vascular ER stress (13, 45).

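Interferon-stimulated genes were examined as a list of 55 genes, of which 43 were matched to the files by name and 32 were tested. *Eif2ak2* and *Tlr3* of the list are also in Fig. 4H. The median log2 fold change was 0.25 (adjusted p = 0.0215 by limma's camera), with 22 genes higher and 10 lower. *Eif2ak2* was called, over all genes tested and adjusted over the list alone. After quantile normalization the median was 0.20 (adjusted p = 0.0954, limma), and across the alternatives the adjusted p ranged from 8.42e-05 to 0.0954. At an adjusted p under 0.05 (limma), 12 genes of the list were higher and 4 lower. *Uba7* had a log2 fold change of 0.98 (adjusted p = 0.00382, limma), *Irf7* one of 0.83 and *Oasl* one of 0.81. *Isg15*, which encodes the protein joined to its targets in ISGylation, had −0.66 (adjusted p = 0.0477, limma). Across the alternatives the log2 fold change of *Isg15* lay between −0.91 and −0.46 and its adjusted p between 0.00330 and 0.129, and of the 6 fits that each left out 1 library, the p passed 0.05 only in that without control replicate 1. Of the matched genes, *Oas2*, *Oas3*, *Rsad2*, *Usp18*, *Ifi44l*, *Cmpk2* and *Zbp1* were listed at 0 in all 6 libraries, as was *Ifnb1*, which is not on the list. The paper points to the higher expression of the genes in Fig. 4H. It also cites reports that ISGylation of TSG101 lowers exosome production and that IRE1α RNase activity raises *Ifnb1* expression in another cell line. From these it proposes that activation of an IFN-regulated pathway may have a part in the lower exosome production after *Xbp1* silencing. The paper's other evidence, not analysed here, is its Ingenuity pathway analysis and a test with poly(I:C) in endothelial cells. There, poly(I:C) raised IFN-regulated genes and lowered T-cadherin mRNA and exosome markers, without higher *Xbp1* splicing.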

In the present study, transcriptome analysis suggested that IRE1α activation by *Xbp1* silencing upregulated the classical IFN pathway. Activation of this viral defense pathway by poly(I:C) resulted in the downregulation of EV production. It has been reported that ER stress activates interferon regulatory factor 3 (46). Such IFN-stimulated innate immunity has been reported to downregulate exosome biogenesis through ISGylation of TSG101, a key component of the endosomal sorting complex 1 required for transport (26). In addition, a low dose of TM decreases exosome production in carcinoma cells (47), and Xbp1 depletion significantly decreases the numbers of exosomes and exosome markers, such as TSG101 and CD63, produced from tumor cells (48). Therefore, halting exosome production under ER stress conditions may be a universal cellular response to limit stress within cells.

In summary, the present study suggested that T-cadherin mRNA is downregulated by IRE1α activation and that its protein is downregulated by other pathways under ER stress. In addition, the present study demonstrated that ER stress decreases exosome production through adiponectin/T-cadherin-dependent and adiponectin/T-cadherin-independent pathways.

## Experimental procedures

### Stable cell lines

To generate CHO cells stably overexpressing T-cadherin (CHO-T cells) (13), HEK293T cells stably overexpressing T-cadherin (HEK293TT cells), and F2 cells stably overexpressing T-cadherin (F2T cells) (14), cDNA encoding full-length mouse T-cadherin was subcloned into pMXs-puro, and the resultant vector was used to transfect Plat-E cells and generate recombinant retroviruses. CHO cells, HEK293T cells, and F2 cells were infected with the recombinant retroviruses and selected in growth medium containing 2 μg/ml puromycin.

### EV isolation

EVs were isolated from the cell culture supernatant as described previously (14, 49). Briefly, cells were cultured, and the conditioned medium was collected and centrifuged at 800*g* for 10 min to deplete floating cells. The resultant supernatant was ultracentrifuged at an average of 110,000*g* for 2 h, and the exosome pellet was washed with Dulbecco’s PBS at an average of 110,000*g* for 2 h (TLA120.1 rotor; Beckman Coulter). After drying with a vacuum concentrator, the EV pellets were solubilized directly in Laemmli sample buffer and evaluated by Western blot analysis. Plasma EVs were purified by a phosphatidylserine affinity magnetic resin. The heparinized plasma was incubated with thrombin (500 U/ml) for 10 min at room temperature to remove fibrin and then centrifuged at 12,000*g* for 20 min. The EVs were purified from the defibrinated plasma using the MagCapture Exosome Isolation Kit PS (Fujifilm Wako Pure Chemical). The concentration and size distribution of EVs were analyzed by NPA (Nano Sight NS300 System; Quantum Design).

### Animal procedures

Male C57BL6/J mice (9 weeks old) were purchased from CLEA Japan. Mice were housed in cages in a room set at 22 °C under a 12 h light–dark cycle (lights off from 8:00 AM to 8:00 PM). TM was suspended in 0.5% w/v methylcellulose at a concentration of 100 ng/μl. Mice were randomly allocated to the TM group and vehicle group. TM was injected intraperitoneally (1 mg/kg/day; Cayman) once a day for 2 days as previously reported (50, 51, 52, 53). Mice were euthanized 4 h after the second injection, and the aortas, hearts, muscles, and livers were dissected and processed for further analysis. This study was approved by the Ethics Review Committee for Animal Experimentation of Osaka University School of Medicine and conducted under the Guide for the Care and Use of Laboratory Animals published by the United States National Institute of Health.

### Cell culture

CHO-T cells were maintained in Ham's F-12 culture medium (Nacalai) supplemented with 10% fetal bovine serum, 100 U/ml penicillin, and 100 μg/ml streptomycin. F2, F2T, and HEK293TT cells were maintained in Dulbecco's modified Eagle's medium (Nacalai) supplemented with 10% fetal bovine serum, 100 U/ml penicillin, and 100 μg/ml streptomycin. Cells were grown as a monolayer at 37 °C in 95% air and 5% CO_2_. For passages, cells were detached with trypsin/EDTA (Life Technologies) at 37 °C, washed in complete culture medium, and replated.

### Induction of ER stress and cell transfection

UV-F2, HEK293TT, and CHO-T cells were seeded in collagen-coated 12-well plates (Iwaki; catalog no.: 4815-010) at 1 × 10^5^, 5 × 10^5^, and 6 × 10^5^ cells/well. At 24 h after seeding, cells were treated with TG (Wako), TM (Wako), MG (Wako), or 4μ8c (Wako) at the indicated concentrations for 24 h. To deplete Xbp1, CHO-T cells were transfected with *Xbp1* siRNA or negative control siRNA and seeded in 6-well plates (Falcon) at 1.2 × 10^6^ cells/well. The sequence of *Xbp1* siRNA was obtained from previous studies (54). The medium was changed 24 h after seeding, and cells were harvested 24 h after the medium change. To overexpress IRE1α, HEK293TT cells were transfected with pcDNA3.1(−) encoding IRE1α cDNA or empty vector and seeded in 12-well plates (Iwaki) at 5 × 10^5^ cells/well. At 24 h after seeding, the medium was refreshed, and cells were harvested 24 h after the medium change. To assess adiponectin-dependent EV production, F2T cells were seeded in collagen-coated 12-well plates (Iwaki; catalog no.: 4815-010) at 5 × 10^4^ cells/well. At 24 h after seeding, cells were washed two times with PBS. The medium was replaced with medium containing 5% exosome-free adiponectin-knockout mouse serum, and cells were treated with 100 nmol/l TG and 20 μg/ml HMW-APN purified previously for 48 h (13, 14).

### XBP1 splicing

PCR primers encompassing the missing sequences in Xbp1s were used for PCR amplification with Mighty Amp polymerase (Takara). The PCR products were separated by electrophoresis on a 4% agarose gel (UltraPure Agarose; Invitrogen) and visualized by ethidium bromide staining.

### Antibodies

The following primary antibodies were used: goat polyclonal antiadiponectin (catalog no.: AF1119; R&D Systems), goat polyclonal anti-T-cadherin (catalog no.: AF3264; R&D Systems), rabbit polyclonal anti-BiP (catalog no.: 3183S; CST), rabbit monoclonal anti-a-tubulin (catalog no.: 11H10; Cell Signaling Technology), rabbit polyclonal antisyntenin (catalog no.: ab19903; Abcam), rabbit monoclonal anti-TSG101 (catalog no.: ab125011; Abcam), and mouse monoclonal anti-ALIX (catalog no.: ab186428; Abcam). The following secondary antibodies were used: horseradish peroxidase–conjugated donkey antigoat immunoglobulin (R&D Systems) and donkey anti-rabbit immunoglobulin antibody (GE Healthcare).

### Western blot analysis

Whole-cell lysates were loaded onto 4 to 20% gradient SDS-PAGE gels (Bio-Rad) and transferred onto nitrocellulose membranes. The membranes were blocked with Block-One blocking reagent (Nakarai Tesque) and then incubated with primary antibodies using Can Get Signal Solution 1 (TOYOBO) overnight at 4 °C. The membranes were then incubated with secondary antibodies conjugated with horseradish peroxidase using Can Get Signal Solution 2 (TOYOBO) for 60 min at room temperature. Chemiluminescence signals developed with Chemi-Lumi One Super (Nakarai Tesque) were visualized by a ChemiDoc Touch and quantitated using ImageLab software (Bio-Rad).

### Quantitative real-time PCR

Total RNA was isolated from mouse tissues using RNA STAT-60 (Tel-Test) according to the manufacturer’s protocol. First-strand cDNA was synthesized using ReverTra Ace qPCR RT Master Mix (TOYOBO). Quantitative real-time PCR amplification was conducted with the Real-time PCR ViiA7 (Applied Biosystems) using Power SYBR Green PCR Master Mix (Applied Biosystems) according to the manufacturer’s protocol. The primer sequences are listed in Table S3.

### *Xbp1* silencing

The *Xbp1* gene was silenced by transfecting the following sequence-specific siRNA: Forward_ r(GAG ACG GAG UCC AAG GGA A)dTdT and Reverse_ r(UUC CCU UGG ACU CCG UCU C)dTdG.

### RNA-Seq

The qualities of the total RNA extracts were analyzed using an RNA 6000 Pico Kit (Agilent Technologies), and the samples for RNA-Seq analysis had RNA integrity numbers of 8.0 or more. RNA samples were sequenced on a HiSeq 2500 (Illumina), and raw count and fragments per kilobase of exon per million mapped reads data were obtained. The data were loaded into the iDEP version 0.96 web application. Gene expression analysis was conducted using the DESeq2 package in R. Differentially expressed genes between *Xbp1* siRNA-transfected CHO-T cells and negative control siRNA-transfected CHO-T cells were determined based on a false discovery rate <0.05 and |log2-fold change| ≥1. Enriched pathway analyses were performed using Gene Ontology biological process and ingenuity pathway analysis canonical pathway (QIAGEN).

### Quantification and statistical analysis

Statistical analyses were performed using JMP Pro 15 (SAS Institute). *p* Values less than 0.05 were considered statistically significant. The results are expressed as the mean ± SEM from at least three independent biological experiments unless otherwise specified. The methods of statistical tests and sample sizes are provided in the figure legends.

## Data availability

We submitted all raw datasets, except RNA-Seq, to DRYAD (DOI: https://doi.org/10.5061/dryad.fttdz08xc). RNA-Seq datasets were deposited to the National Center for Biotechnology Information under accession number GSE221308 (reviewers token: etkpwckwbxchbeh).

## Supporting information

This article contains supporting information.

## Conflict of interest

K. F. is an employee of Kowa Company Ltd. S. K. belongs to the endowed department by Takeda Pharmaceutical Company, Rohto Pharmaceutical Co, Ltd, Sanwa Kagaku Kenkyusho Co, Ltd, FUJI OIL HOLDINGS INC, and Kobayashi Pharmaceutical Co, Ltd. N. M. belongs to the endowed department by Kowa Company Ltd. All other authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: ER stress decreases exosome production through adiponectin/T-cadherin-dependent and -independent pathways
**Source:** J Biol Chem. 2023 Jul 29;299(9):105114. doi: 10.1016/j.jbc.2023.105114
**Supplement:** Supplemental Figures

## Slide 1
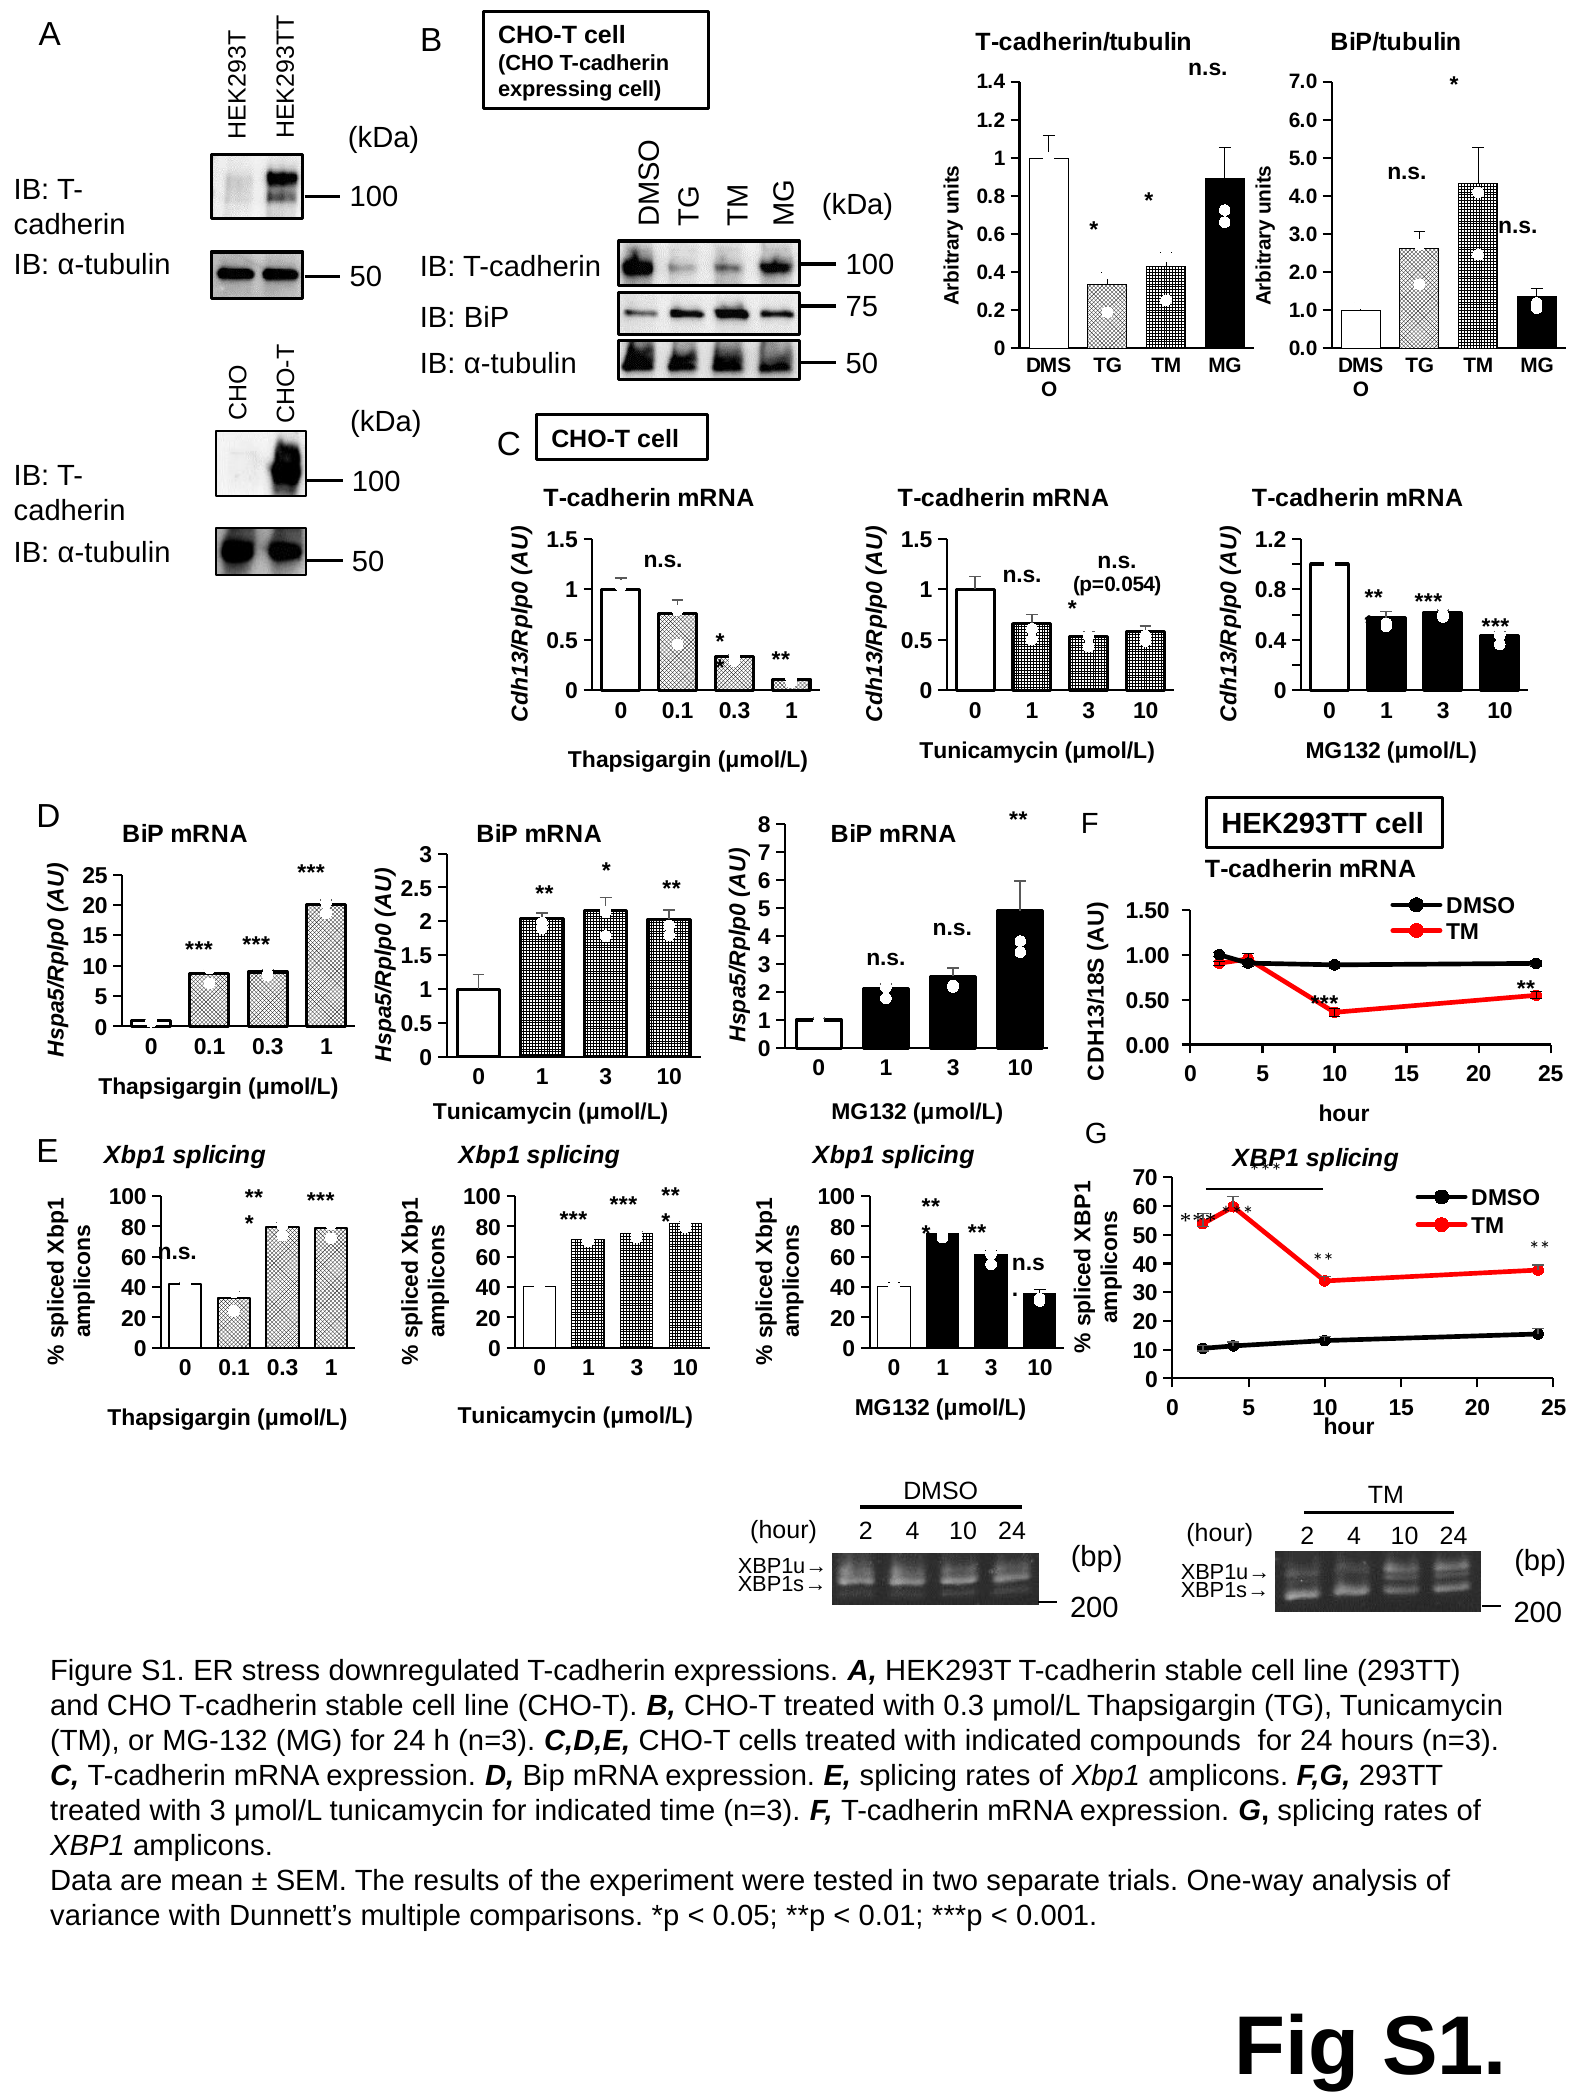

A
### Chart: T-cadherin/tubulin
| Category | | | | |
|---|---|---|---|---|
| DMSO | 1.0 | 0.7440377266797714 | 1.0032657983957238 | 1.2526964749245046 |
| TG | 0.3369593837654954 | 0.18861237958307558 | 0.39238113489335863 | 0.42988463682005196 |
| TM | 0.42955200416523615 | 0.2524867064765838 | 0.48587051949292315 | 0.5502987865262017 |
| MG | 0.8942269290097178 | 0.6628399162166162 | 1.2936548085309976 | 0.7261860622815396 |
### Chart: BiP/tubulin
| Category | | | | |
|---|---|---|---|---|
| DMSO | 1.0 | 0.4974608909153091 | 1.3152995394169817 | 1.187239569667709 |
| TG | 2.6293329881257126 | 1.6802670945824143 | 3.490477374992583 | 2.7172544948021393 |
| TM | 4.337944396990595 | 2.456259762218523 | 6.457395259160831 | 4.100178169592432 |
| MG | 1.3681032735857246 | 1.187483611946275 | 1.866408244951642 | 1.0504179638592572 |B
CHO-T cell
(CHO T-cadherin
expressing cell)
HEK293TT
HEK293T
(kDa)
DMSO
TG
TM
MG
IB: T-cadherin
100
(kDa)
IB: α-tubulin
100
IB: T-cadherin
50
75
IB: BiP
CHO
CHO-T
50
IB: α-tubulin
(kDa)
C
CHO-T cell
IB: T-cadherin
100
### Chart: T-cadherin mRNA
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 0.7499912605670486 | 1.2183643972836369 | 1.0316443421493142 |
| 0.1 | 0.7599054702642682 | 1.0316443421493142 | 0.7927542926827402 | 0.4553177759607506 |
| 0.3 | 0.3347970473264705 | 0.2921833126443858 | 0.3474664742817681 | 0.36474135505325744 |
| 1 | 0.1110397267140817 | 0.13725643458505526 | 0.11702962524688412 | 0.07883312031030569 |
### Chart: T-cadherin mRNA
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 1.3033040074264872 | 0.8718631718995293 | 0.8248328206739837 |
| 1 | 0.6602099620122651 | 0.8718631718995293 | 0.6080128184655231 | 0.500753895671743 |
| 3 | 0.53595210752442 | 0.5366947366426421 | 0.4329203865306761 | 0.638241199399942 |
| 10 | 0.5818490581575012 | 0.48706075406109794 | 0.7180586766628677 | 0.5404277437485382 |
### Chart: T-cadherin mRNA
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 0.9769667679166723 | 0.9974949164558912 | 1.0255383156274367 |
| 1 | 0.5757938209971385 | 0.5308519231122266 | 0.690819826587783 | 0.5057097132914057 |
| 3 | 0.6165298240595632 | 0.5809079157638597 | 0.6013935891721272 | 0.6672879672427029 |
| 10 | 0.43400131506238443 | 0.437204875374447 | 0.36258254867339595 | 0.5022165211393105 |IB: α-tubulin
50
D
HEK293TT cell
F
### Chart: T-cadherin mRNA
| Category | | |
|---|---|---|G
### Chart: XBP1 splicing
| Category | | |
|---|---|---|
### Chart: BiP mRNA
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 0.8044860314055776 | 1.4500868159364537 | 0.7454271526579687 |
| 0.1 | 8.689400686242461 | 9.488231934735394 | 9.488231934735394 | 7.091738189256599 |
| 0.3 | 8.939782517635946 | 8.610752230864344 | 8.317438399162555 | 9.891156922880938 |
| 1 | 20.140844798627832 | 18.585933890184617 | 20.338470388077518 | 21.49813011762137 |
### Chart: BiP mRNA
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 1.520504903160434 | 0.7602524515802184 | 0.7192426452593474 |
| 1 | 2.0394743219089517 | 1.9786966718873664 | 1.8980927203698634 | 2.241633573469625 |
| 3 | 2.1645758030112847 | 2.574960798350679 | 2.135465319778175 | 1.783301290905 |
| 10 | 2.028920325384981 | 1.9379756832141866 | 1.7957051323001032 | 2.353080160640654 |
### Chart: BiP mRNA
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 0.883145106625246 | 1.1898027408901612 | 0.9270521524845925 |
| 1 | 2.1184779404536216 | 2.1595375568133597 | 2.4296060512970126 | 1.766290213250492 |
| 3 | 2.561166221179847 | 3.2732468508634045 | 2.2356934842869864 | 2.1745583283891503 |
| 10 | 4.897570264633316 | 3.812460544002709 | 3.412247768806124 | 7.468002481091115 |
### Chart: Xbp1 splicing
| Category | | | | |
|---|---|---|---|---|
| 0 | 42.31792173804396 | 42.901667026121885 | 43.45654506830064 | 40.59555311970933 |
| 0.1 | 33.03611304299128 | 38.54439727573622 | 36.39836725304198 | 24.165574600195644 |
| 0.3 | 79.86637972305861 | 73.76254918320487 | 85.17453419809644 | 80.66205578787452 |
| 1 | 78.96042238055078 | 81.3571668350799 | 83.48015310818178 | 72.04394719839067 |
### Chart: Xbp1 splicing
| Category | | | | |
|---|---|---|---|---|
| 0 | 40.062127581201274 | 38.99034502852625 | 42.05946316629396 | 39.136574548783614 |
| 1 | 71.34135405259964 | 72.14632107037706 | 70.05982362161345 | 71.81791746580839 |
| 3 | 75.36789966448248 | 77.84964363762276 | 72.43172308482913 | 75.82233227099556 |
| 10 | 81.81434705670434 | 84.63255567908327 | 81.53846104754474 | 79.27202444348498 |
### Chart: Xbp1 splicing
| Category | | | | |
|---|---|---|---|---|
| 0 | 40.5739792396867 | 35.440173499357016 | 45.87242275440324 | 40.40934146529984 |
| 1 | 75.45096630181257 | 72.55758603253358 | 77.36587437173496 | 76.42943850116916 |
| 3 | 61.21079696771491 | 54.950599430837684 | 61.85802598077922 | 66.82376549152784 |
| 10 | 35.41286766815016 | 32.26309372186974 | 43.200145296416125 | 30.775363986164628 |E
DMSO
TM
(hour)
2
4
10
24
(hour)
2
4
10
24
(bp)
(bp)
XBP1u→
XBP1u→
XBP1s→
XBP1s→
200
200
Figure S1. ER stress downregulated T-cadherin expressions. A, HEK293T T-cadherin stable cell line (293TT) and CHO T-cadherin stable cell line (CHO-T). B, CHO-T treated with 0.3 μmol/L Thapsigargin (TG), Tunicamycin (TM), or MG-132 (MG) for 24 h (n=3). C,D,E, CHO-T cells treated with indicated compounds for 24 hours (n=3). C, T-cadherin mRNA expression. D, Bip mRNA expression. E, splicing rates of Xbp1 amplicons. F,G, 293TT treated with 3 μmol/L tunicamycin for indicated time (n=3). F, T-cadherin mRNA expression. G, splicing rates of XBP1 amplicons.
Data are mean ± SEM. The results of the experiment were tested in two separate trials. One-way analysis of variance with Dunnett’s multiple comparisons. *p < 0.05; **p < 0.01; ***p < 0.001.
Fig S1.

## Slide 2
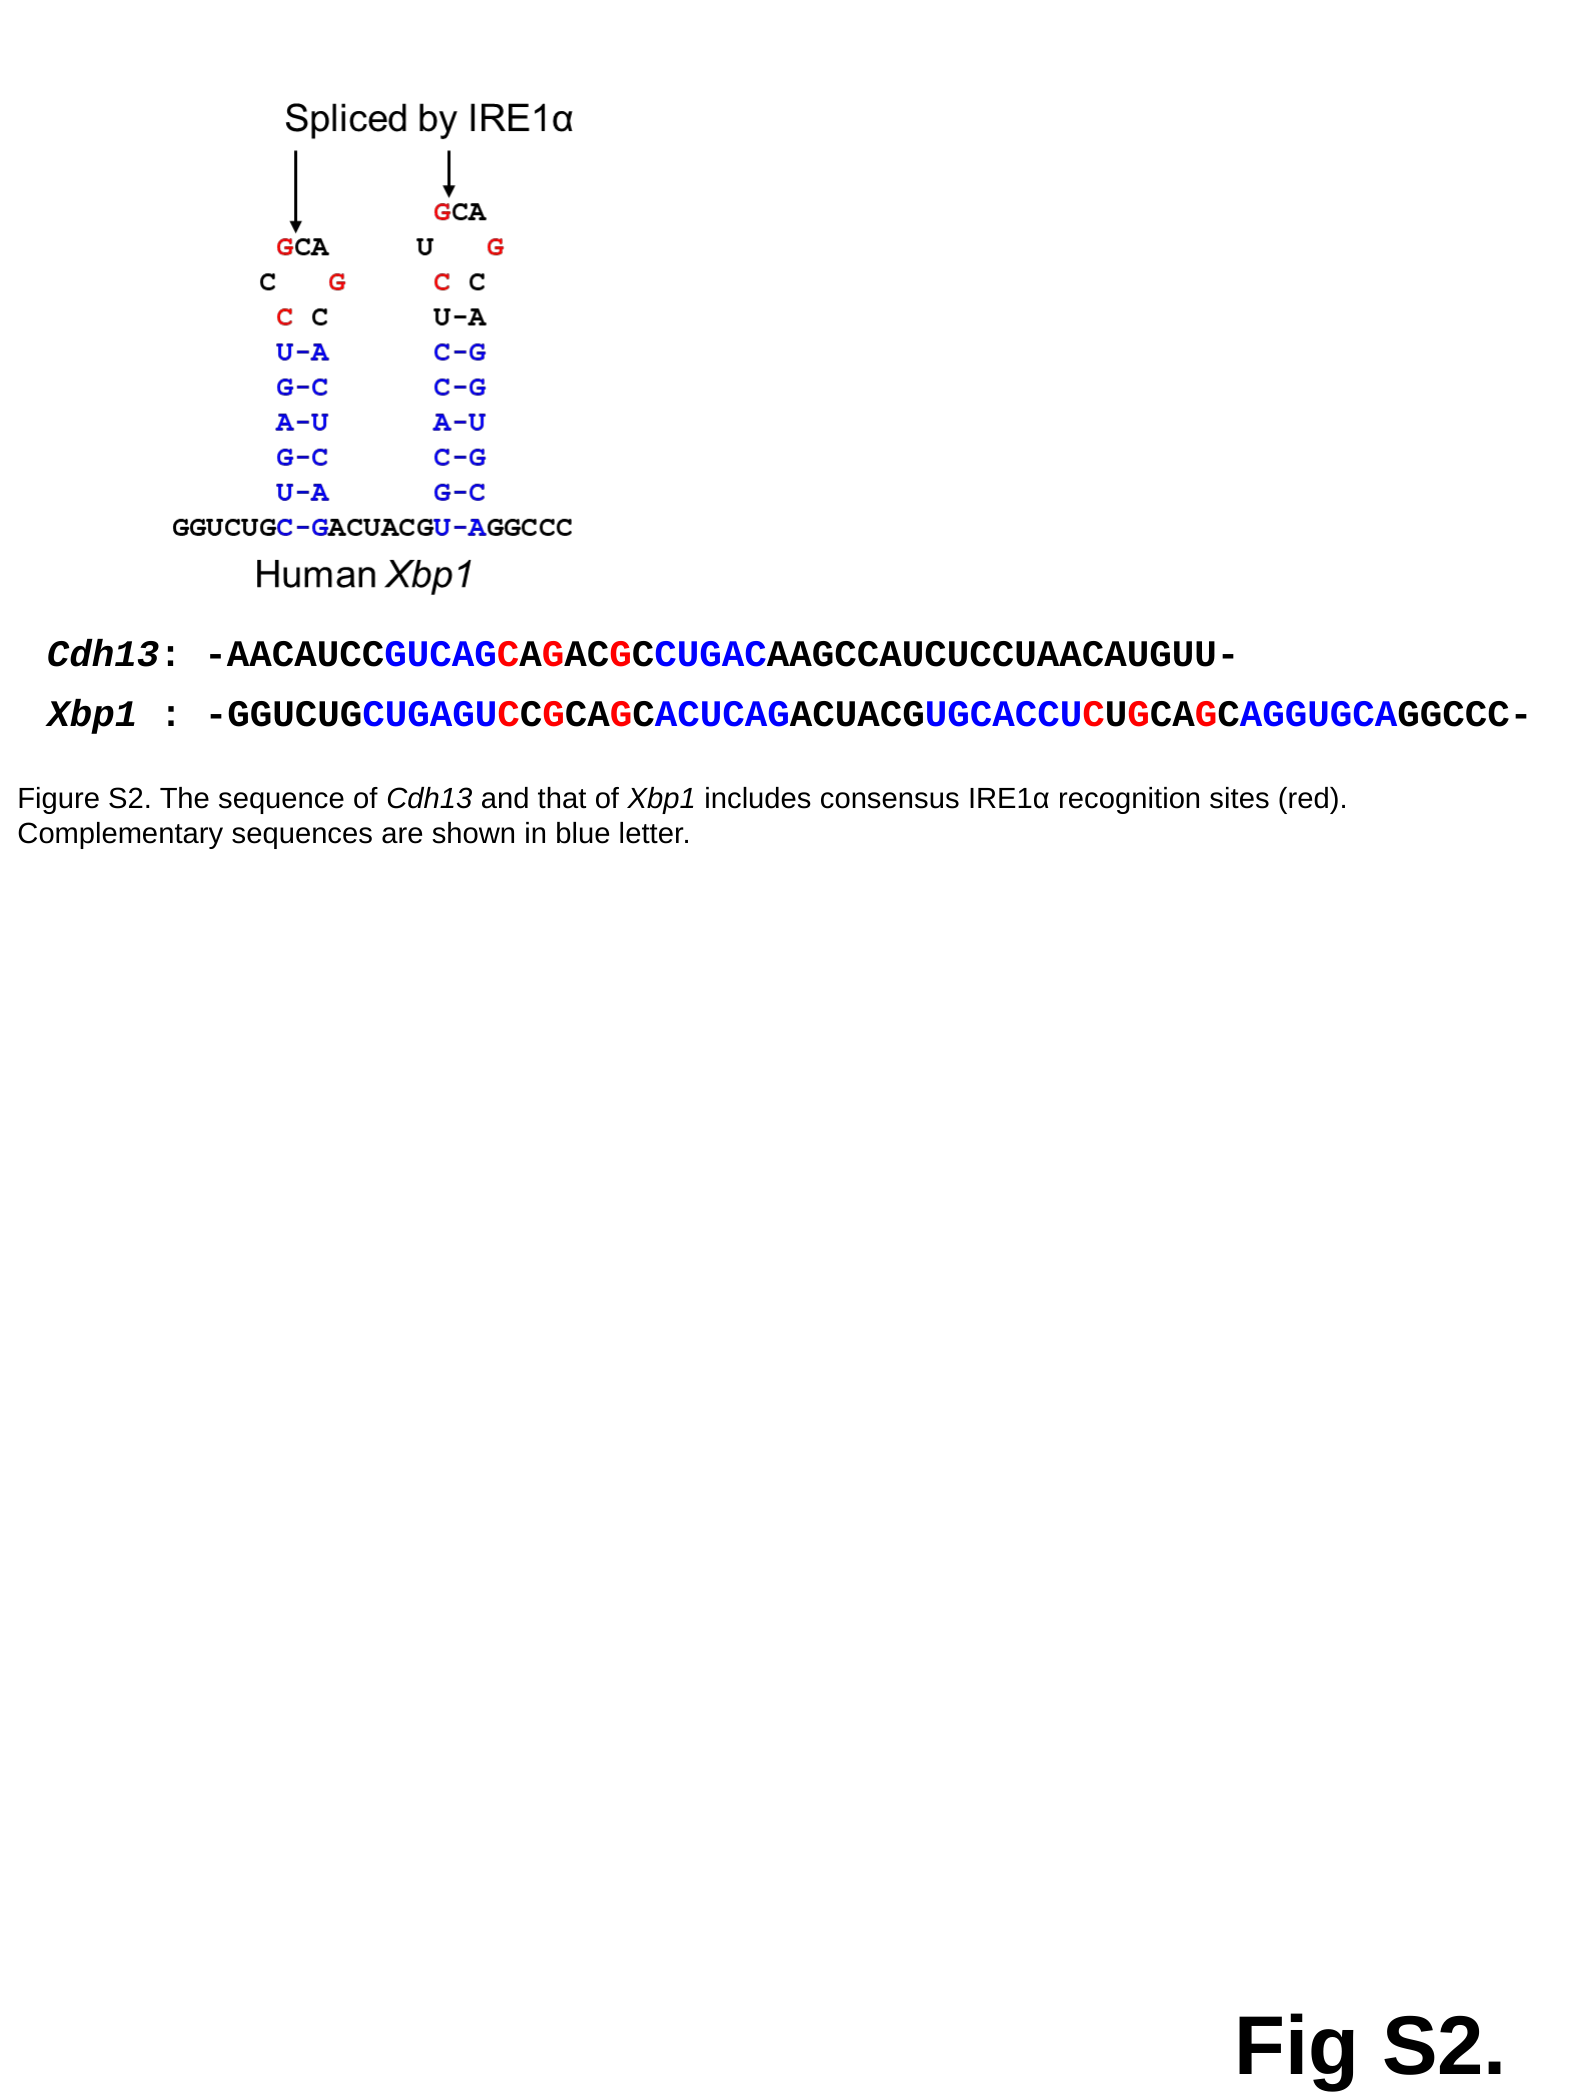

Cdh13: -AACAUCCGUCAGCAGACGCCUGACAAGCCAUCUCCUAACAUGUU-
Xbp1 : -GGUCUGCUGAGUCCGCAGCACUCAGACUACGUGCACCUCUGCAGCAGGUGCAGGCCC-
Figure S2. The sequence of Cdh13 and that of Xbp1 includes consensus IRE1α recognition sites (red). Complementary sequences are shown in blue letter.
Fig S2.

## Slide 3
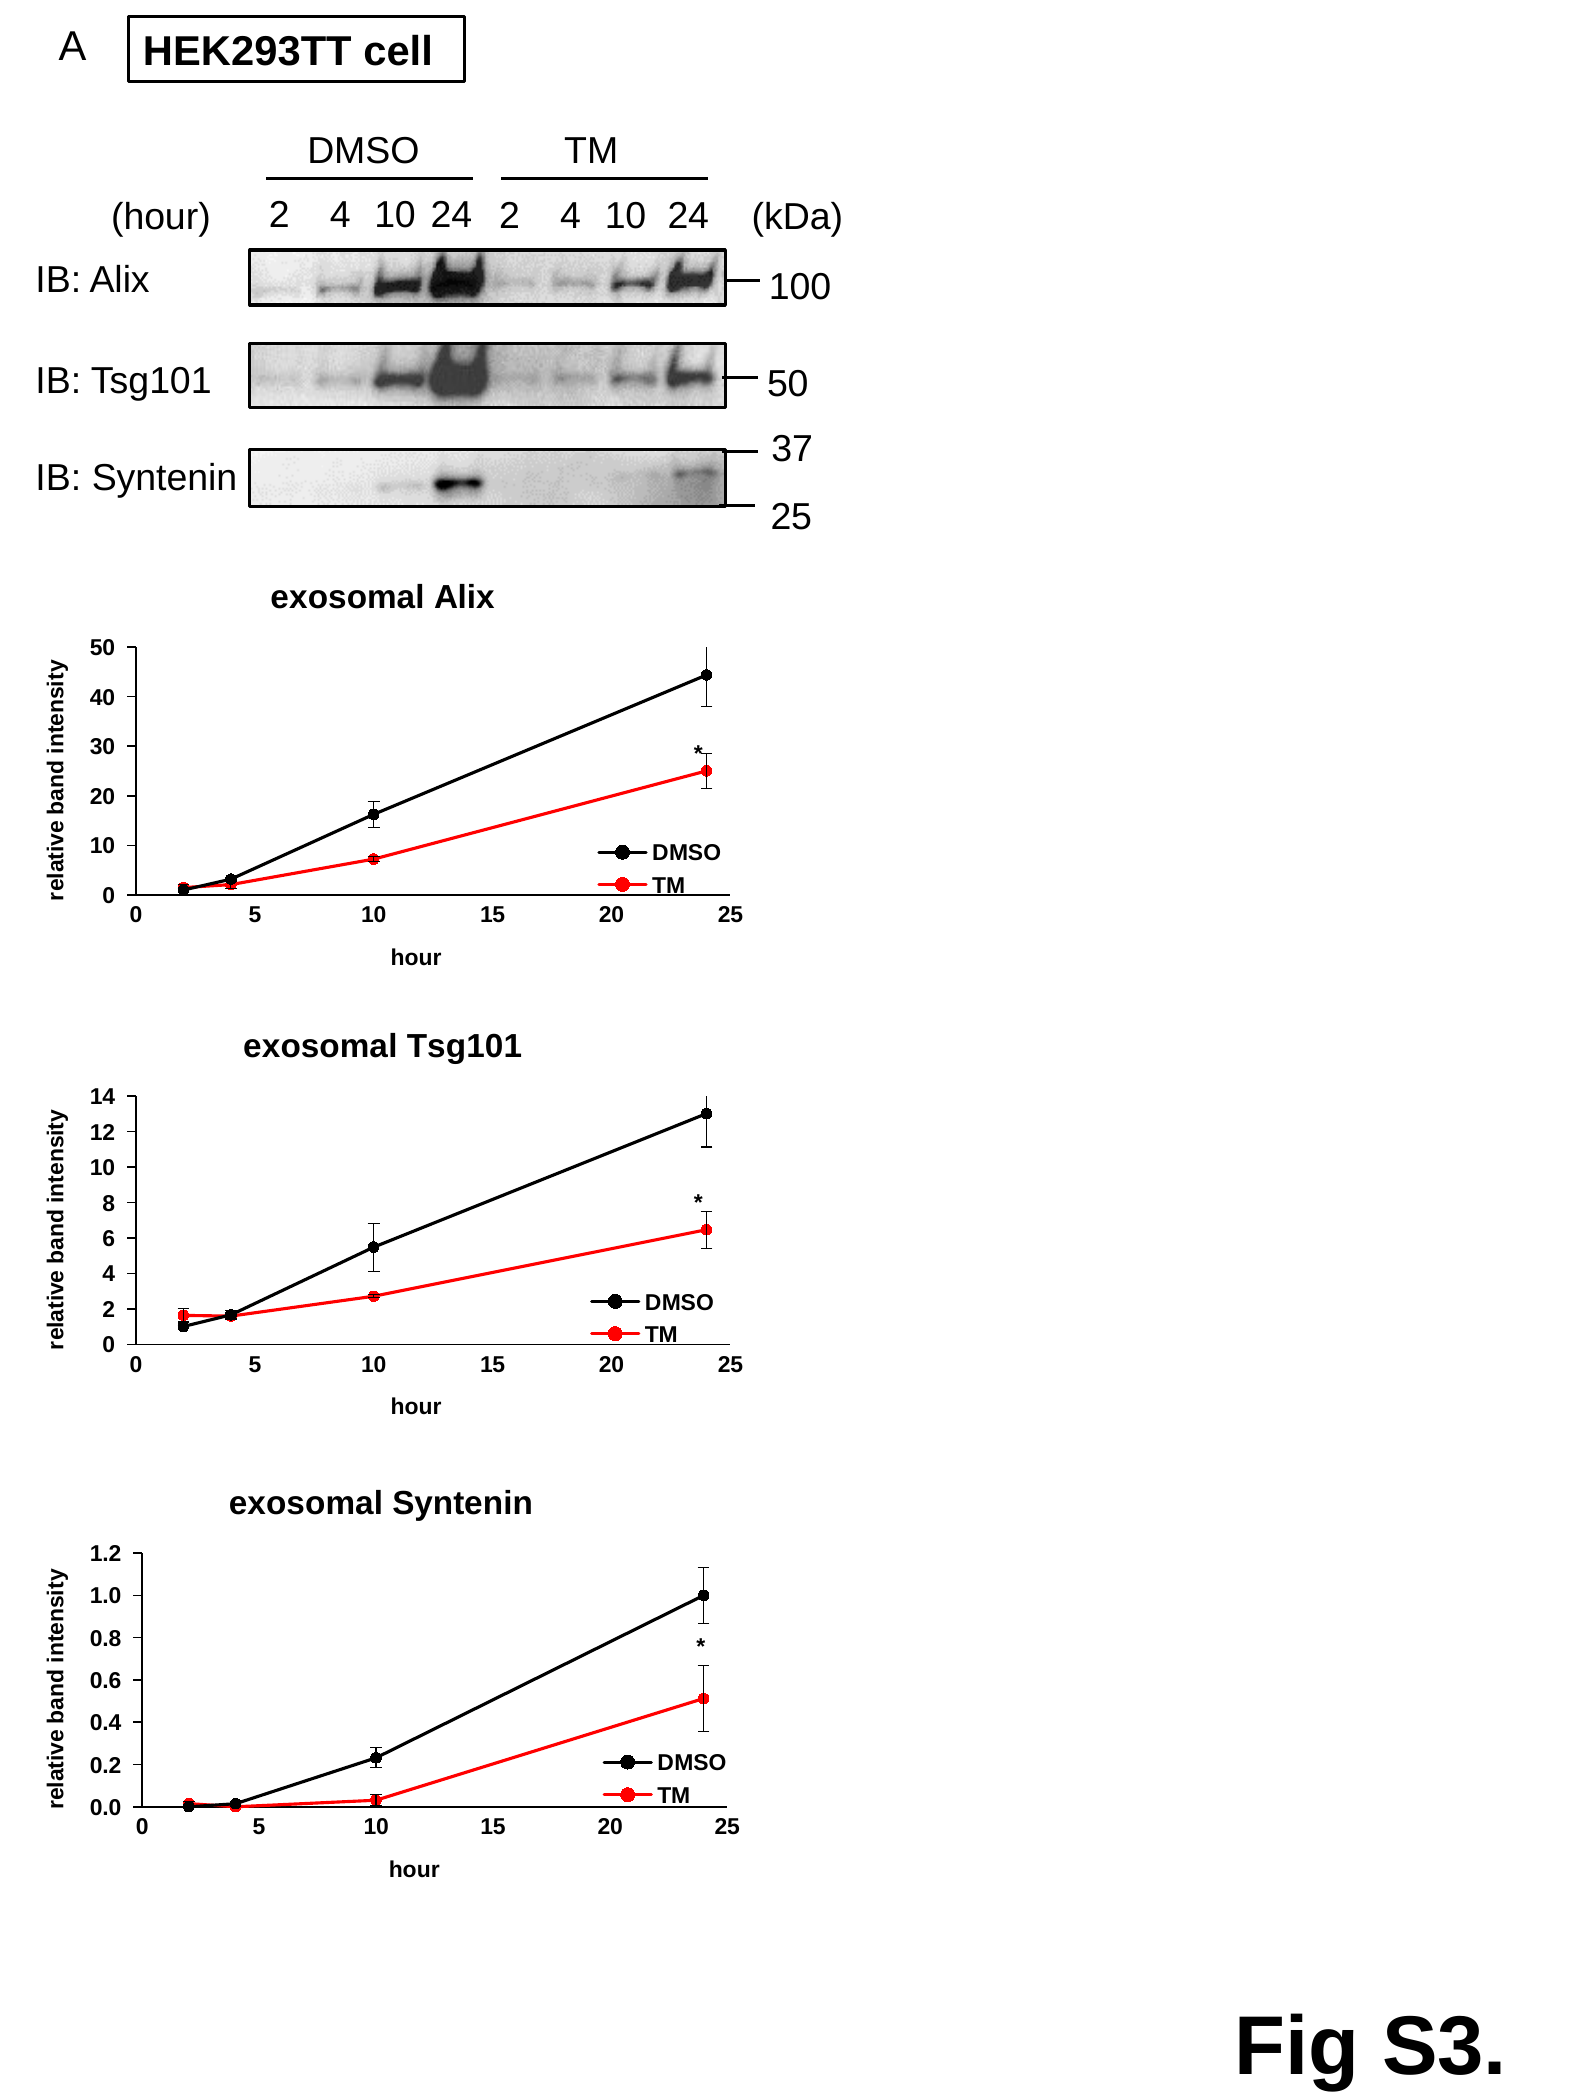

A
HEK293TT cell
DMSO
TM
2
4
10
24
2
4
10
24
(hour)
(kDa)
IB: Alix
100
IB: Tsg101
50
37
IB: Syntenin
25
### Chart: exosomal Alix
| Category | DMSO | TM |
|---|---|---|
### Chart: exosomal Tsg101
| Category | DMSO | TM |
|---|---|---|
### Chart: exosomal Syntenin
| Category | DMSO | TM |
|---|---|---|Fig S3.

## Slide 4
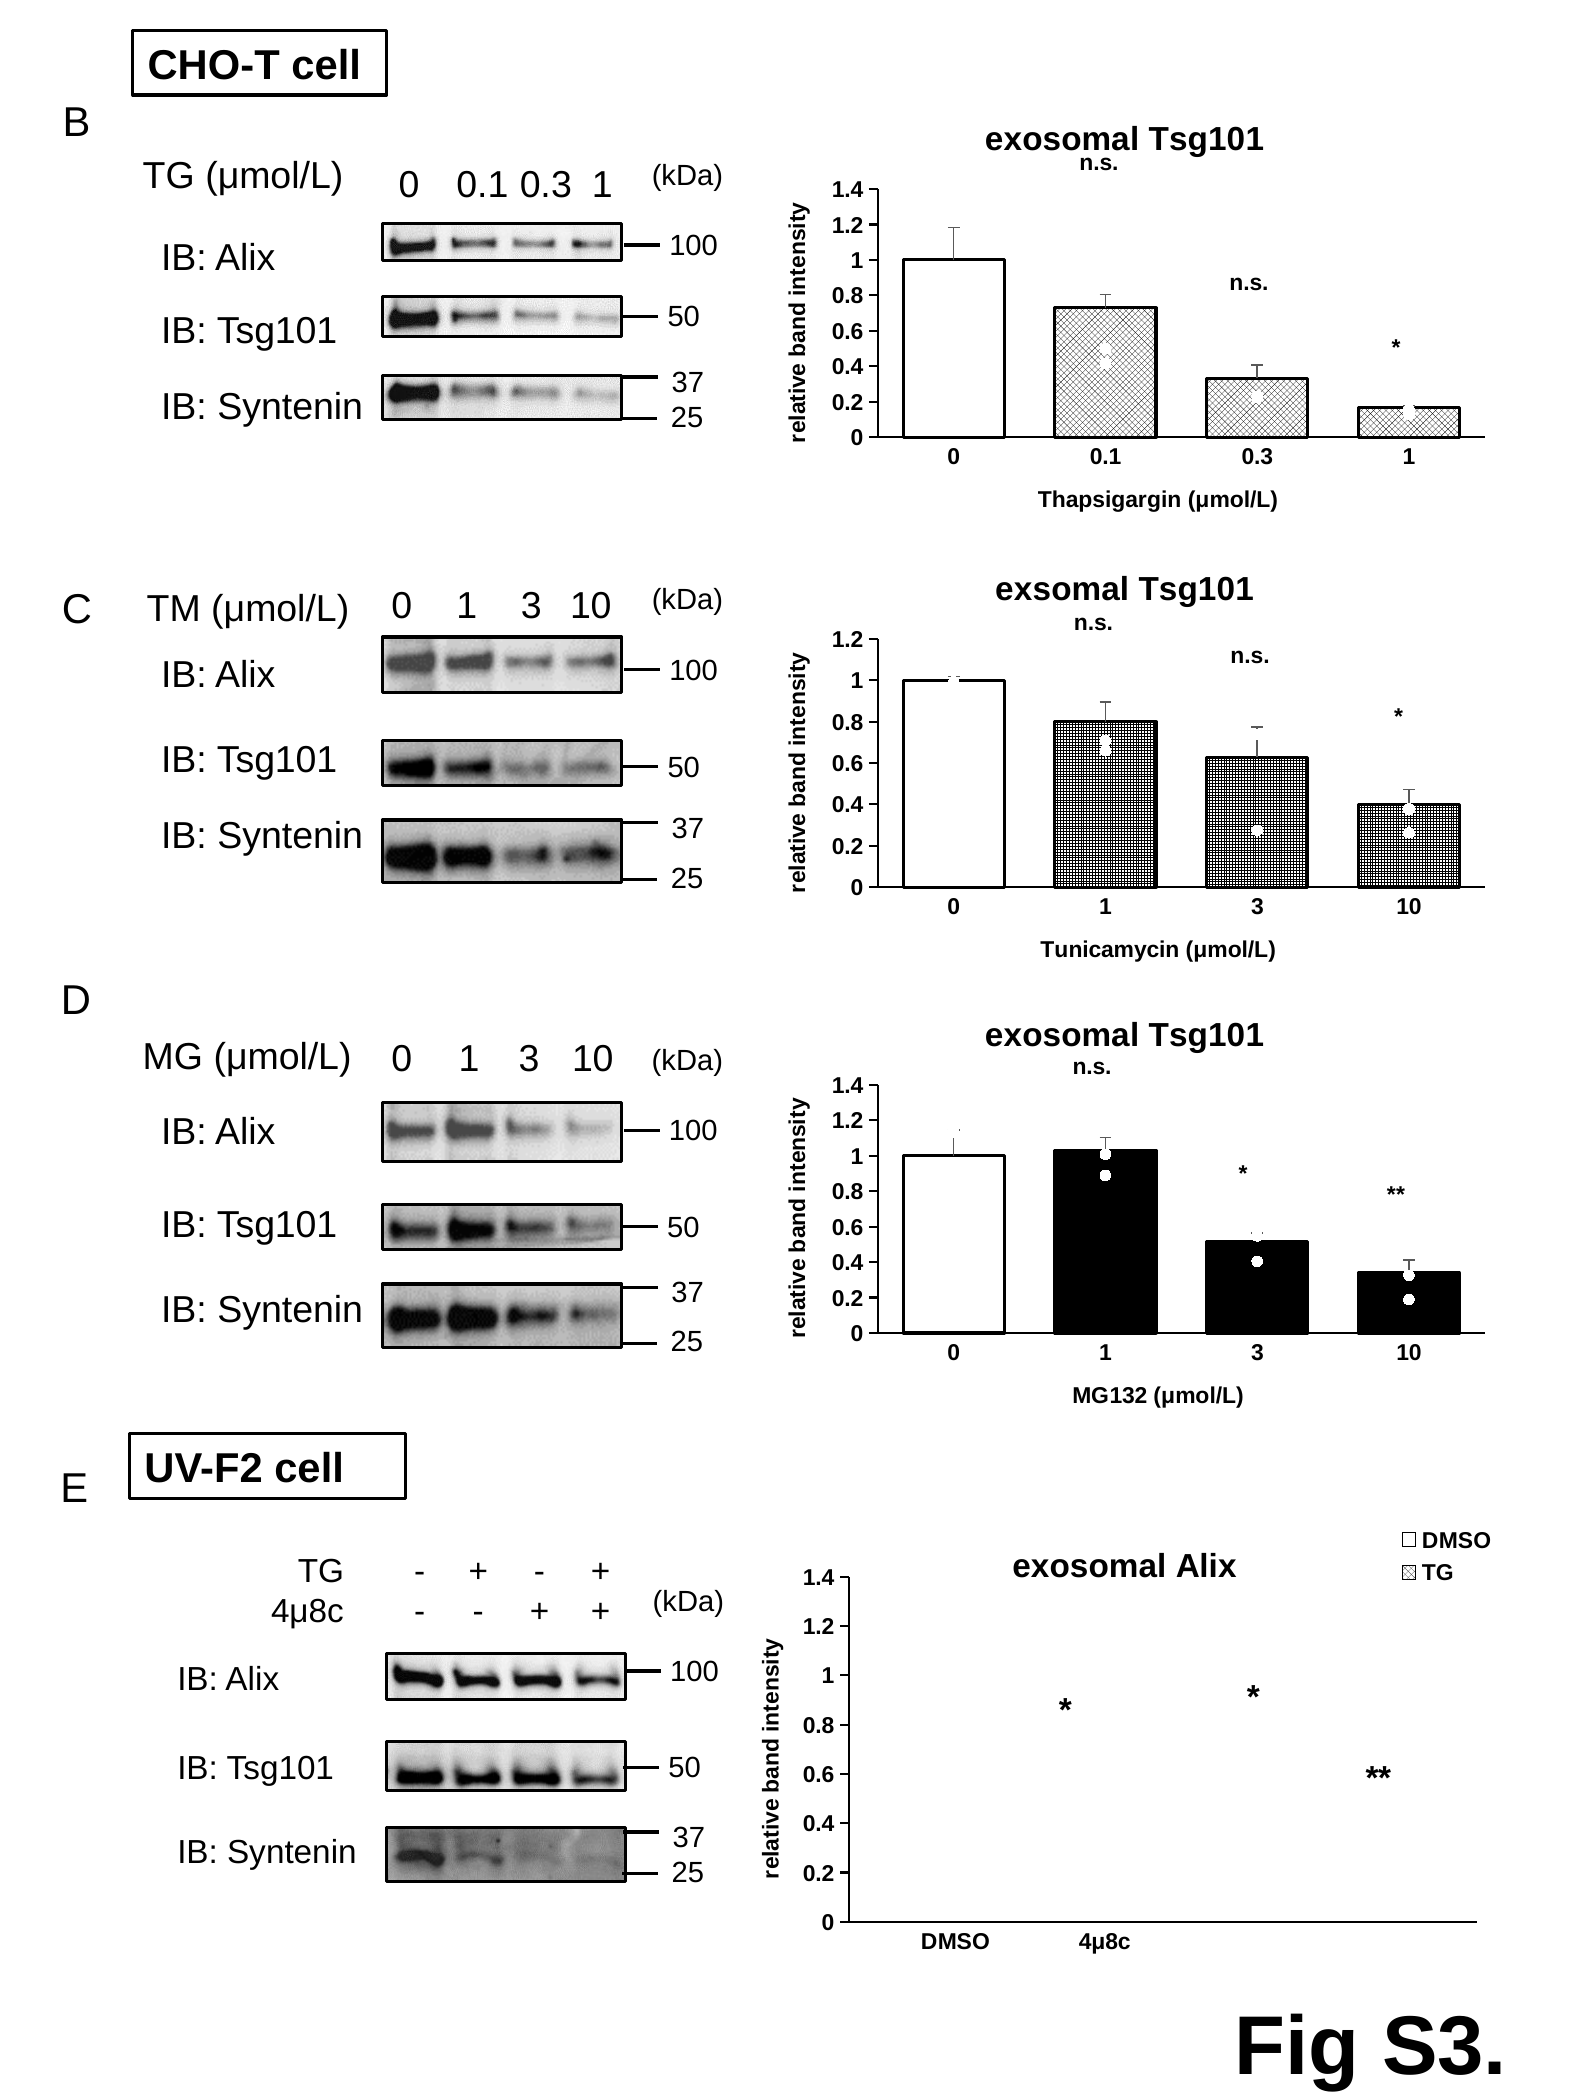

CHO-T cell
### Chart: ALIX
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 0.4521446271834098 | 1.0098399052377038 | 1.5380154675788864 |
| 0.1 | 0.8955997832410627 | 0.5496876987236742 | 0.3849953326572962 | 1.752116318342218 |
| 0.3 | 0.36525921445032034 | 0.5300616130563682 | 0.23881090468960753 | 0.32690512560498525 |
| 1 | 0.21396111460379766 | 0.06865100622949483 | 0.26266859387196245 | 0.31056374370993567 |B
### Chart: exosomal Tsg101
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 0.4896730329280518 | 1.2552572482140896 | 1.2550697188578586 |
| 0.1 | 0.7294736169758661 | 0.4991529047771497 | 0.41530449860141655 | 1.2739634475490322 |
| 0.3 | 0.33134353586503806 | 0.536904725739777 | 0.2264197900138573 | 0.23070609184147986 |
| 1 | 0.16593368588073368 | 0.1296826839715563 | 0.156075250097562 | 0.2120431235730827 |TG (μmol/L)
(kDa)
0
0.1
0.3
1
100
IB: Alix
50
IB: Tsg101
37
IB: Syntenin
25
### Chart: ALIX
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 1.1939712600454822 | 0.7020254995123715 | 1.1040032404421463 |
| 1 | 0.7623489783606011 | 0.8336550714481786 | 0.4140869964984478 | 1.0393048671351768 |
| 3 | 0.49207817529482745 | 0.35209233921091215 | 0.6028081600224956 | 0.5213340266510744 |
| 10 | 0.3953651857786546 | 0.43198976984380266 | 0.25761738233869763 | 0.4964884051534635 |
### Chart: exsomal Tsg101
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 1.0446385570612398 | 0.9889034285984094 | 0.9664580143403506 |
| 1 | 0.7998880292473002 | 0.6595171767181777 | 0.708330691453124 | 1.0318162195705989 |
| 3 | 0.6278739721961781 | 0.27517385820185764 | 0.869413772402582 | 0.7390342859840947 |
| 10 | 0.4002040430885041 | 0.2621876117178067 | 0.3775734723749266 | 0.560851045172779 |(kDa)
0
1
3
10
C
TM (μmol/L)
IB: Alix
100
IB: Tsg101
50
37
IB: Syntenin
25
### Chart: ALIX
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 0.8185426348105792 | 0.7538734224709703 | 1.4275839427184502 |
| 1 | 1.120481202537335 | 1.0668520552335465 | 0.9952004815152095 | 1.2993910708632488 |
| 3 | 0.5613466792256673 | 0.3849186465983217 | 0.4298273658538492 | 0.8692940252248308 |
| 10 | 0.25729679237392467 | 0.17400443212863334 | 0.3414966837203303 | 0.2563892612728104 |D
### Chart: exosomal Tsg101
| Category | | | | |
|---|---|---|---|---|
| 0 | 1.0 | 0.6440151788639833 | 1.1344944044290068 | 1.2214904167070098 |
| 1 | 1.03077644198246 | 1.0078962538240517 | 1.1952576309507243 | 0.8891754411726044 |
| 3 | 0.5169854899242532 | 0.5475009570148063 | 0.5992826717160286 | 0.4041728410419246 |
| 10 | 0.3383282987194276 | 0.32519651665846977 | 0.5014661402711189 | 0.18832223922869415 |MG (μmol/L)
0
1
3
10
(kDa)
IB: Alix
100
IB: Tsg101
50
37
IB: Syntenin
25
備忘録
UV-F2 cell
E
### Chart: exosomal Alix
| Category | DMSO | TG | | | |
|---|---|---|---|---|---|
| DMSO | 1.0 | 0.6850620268055585 | 1.2009692216778365 | 0.8944667007923348 | 0.9045640775298287 |
| 4μ8c | 0.699552040216463 | 0.4114121592346715 | 0.730030390290918 | 0.6782858637384471 | 0.6468698263873105 |TG
4μ8c
-
-
+
-
-
+
+
+
(kDa)
100
IB: Alix
Fig3に対応
RNA量は減少していないが、回収手技の関係でサンプル間のブレや、取り損ないがある
IB: Tsg101
50
37
IB: Syntenin
25
Fig S3.

## Slide 5
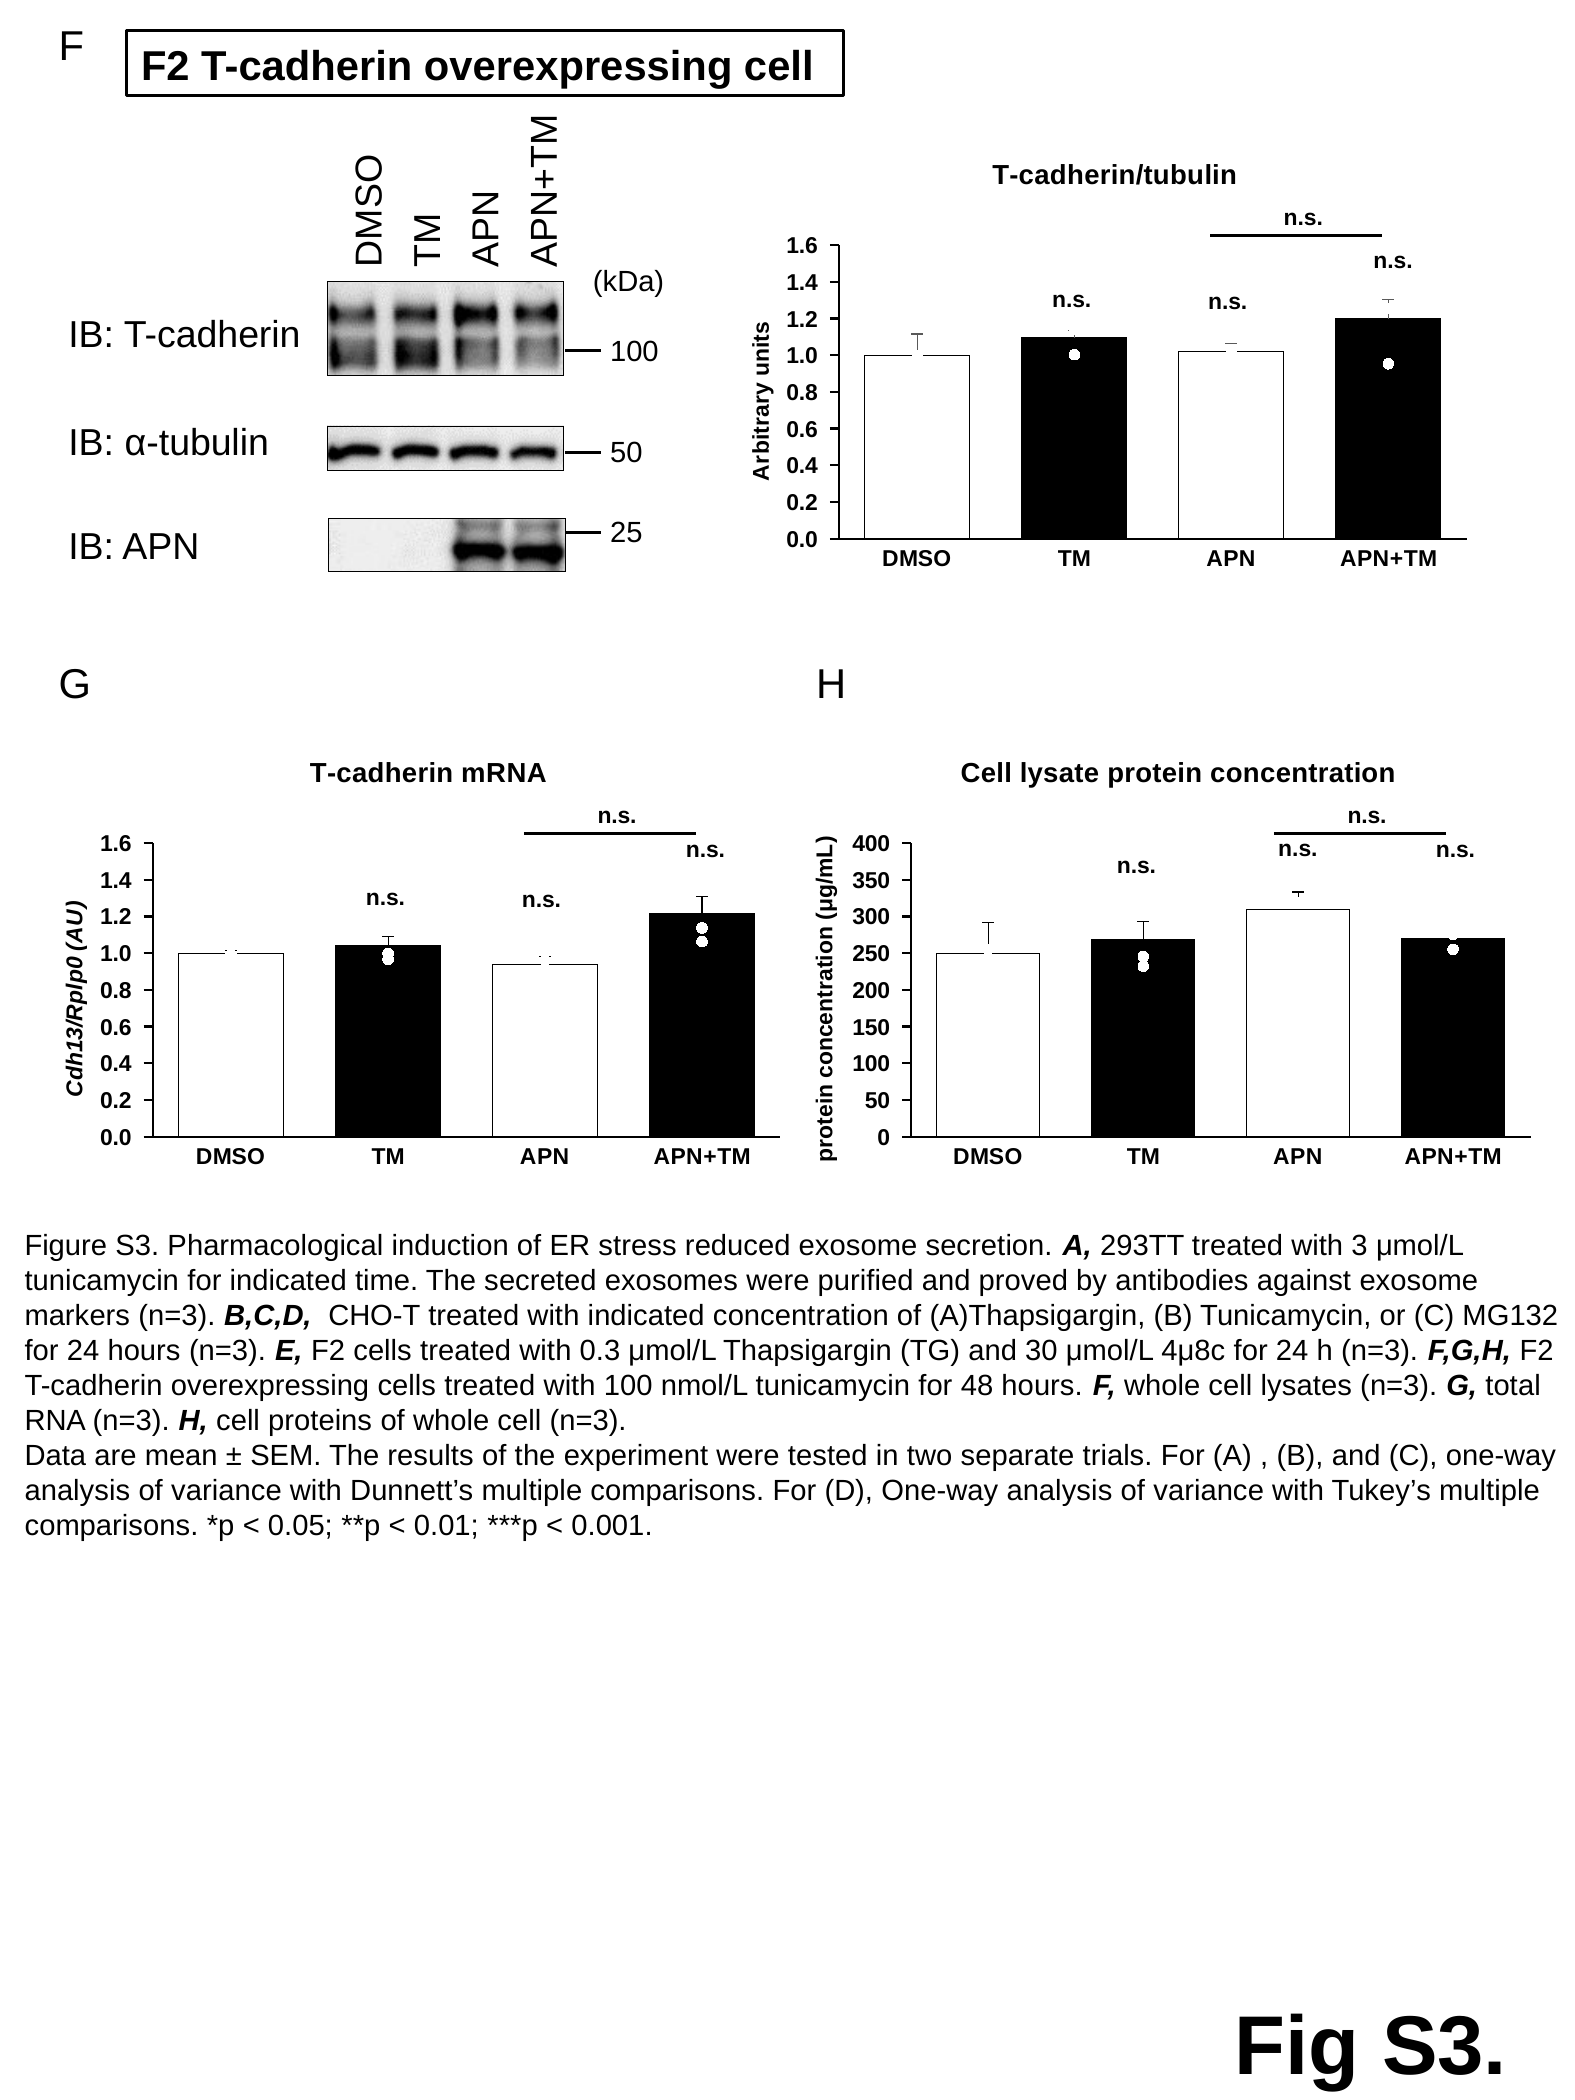

F
F2 T-cadherin overexpressing cell
DMSO
TM
APN
APN+TM
### Chart: T-cadherin/tubulin
| Category | | | | |
|---|---|---|---|---|
| DMSO | 1.0 | 0.756280242122882 | 0.9946547978835649 | 1.2490649599935528 |
| TM | 1.0956281558296561 | 1.0018572372228611 | 1.1464173882342796 | 1.1386098420318271 |
| APN | 1.0204119955047315 | 0.9257545162459775 | 1.0316678457762167 | 1.1038136244920005 |
| APN+TM | 1.1984291449702331 | 0.9523708309991902 | 1.2540193014939875 | 1.388897302417521 |(kDa)
IB: T-cadherin
100
IB: α-tubulin
50
25
IB: APN
G
H
### Chart: T-cadherin mRNA
| Category | | | | |
|---|---|---|---|---|
| DMSO | 1.0 | 1.0388105813661102 | 0.9708589292283535 | 0.9903304894055366 |
| TM | 1.0415008709422018 | 0.9647454723942234 | 1.1617257364557203 | 0.9980314039766616 |
| APN | 0.9378494962565367 | 1.016338690015735 | 0.835829495611612 | 0.9613803031422629 |
| APN+TM | 1.2147796230518773 | 1.1370472953505648 | 1.4446851025178837 | 1.0626064712871837 |
### Chart: Cell lysate protein concentration
| Category | | | | |
|---|---|---|---|---|
| DMSO | 249.79066666666668 | 158.92919999999998 | 255.33100000000005 | 335.1118 |
| TM | 268.62780000000004 | 232.06160000000003 | 328.4634 | 245.35840000000005 |
| APN | 309.62626666666665 | 255.33100000000005 | 355.057 | 318.4908 |
| APN+TM | 269.73586666666665 | 255.33100000000005 | 278.6003999999999 | 275.27619999999996 |Figure S3. Pharmacological induction of ER stress reduced exosome secretion. A, 293TT treated with 3 μmol/L tunicamycin for indicated time. The secreted exosomes were purified and proved by antibodies against exosome markers (n=3). B,C,D, CHO-T treated with indicated concentration of (A)Thapsigargin, (B) Tunicamycin, or (C) MG132 for 24 hours (n=3). E, F2 cells treated with 0.3 μmol/L Thapsigargin (TG) and 30 μmol/L 4μ8c for 24 h (n=3). F,G,H, F2 T-cadherin overexpressing cells treated with 100 nmol/L tunicamycin for 48 hours. F, whole cell lysates (n=3). G, total RNA (n=3). H, cell proteins of whole cell (n=3).
Data are mean ± SEM. The results of the experiment were tested in two separate trials. For (A) , (B), and (C), one-way analysis of variance with Dunnett’s multiple comparisons. For (D), One-way analysis of variance with Tukey’s multiple comparisons. *p < 0.05; **p < 0.01; ***p < 0.001.
Fig S3.

## Slide 6
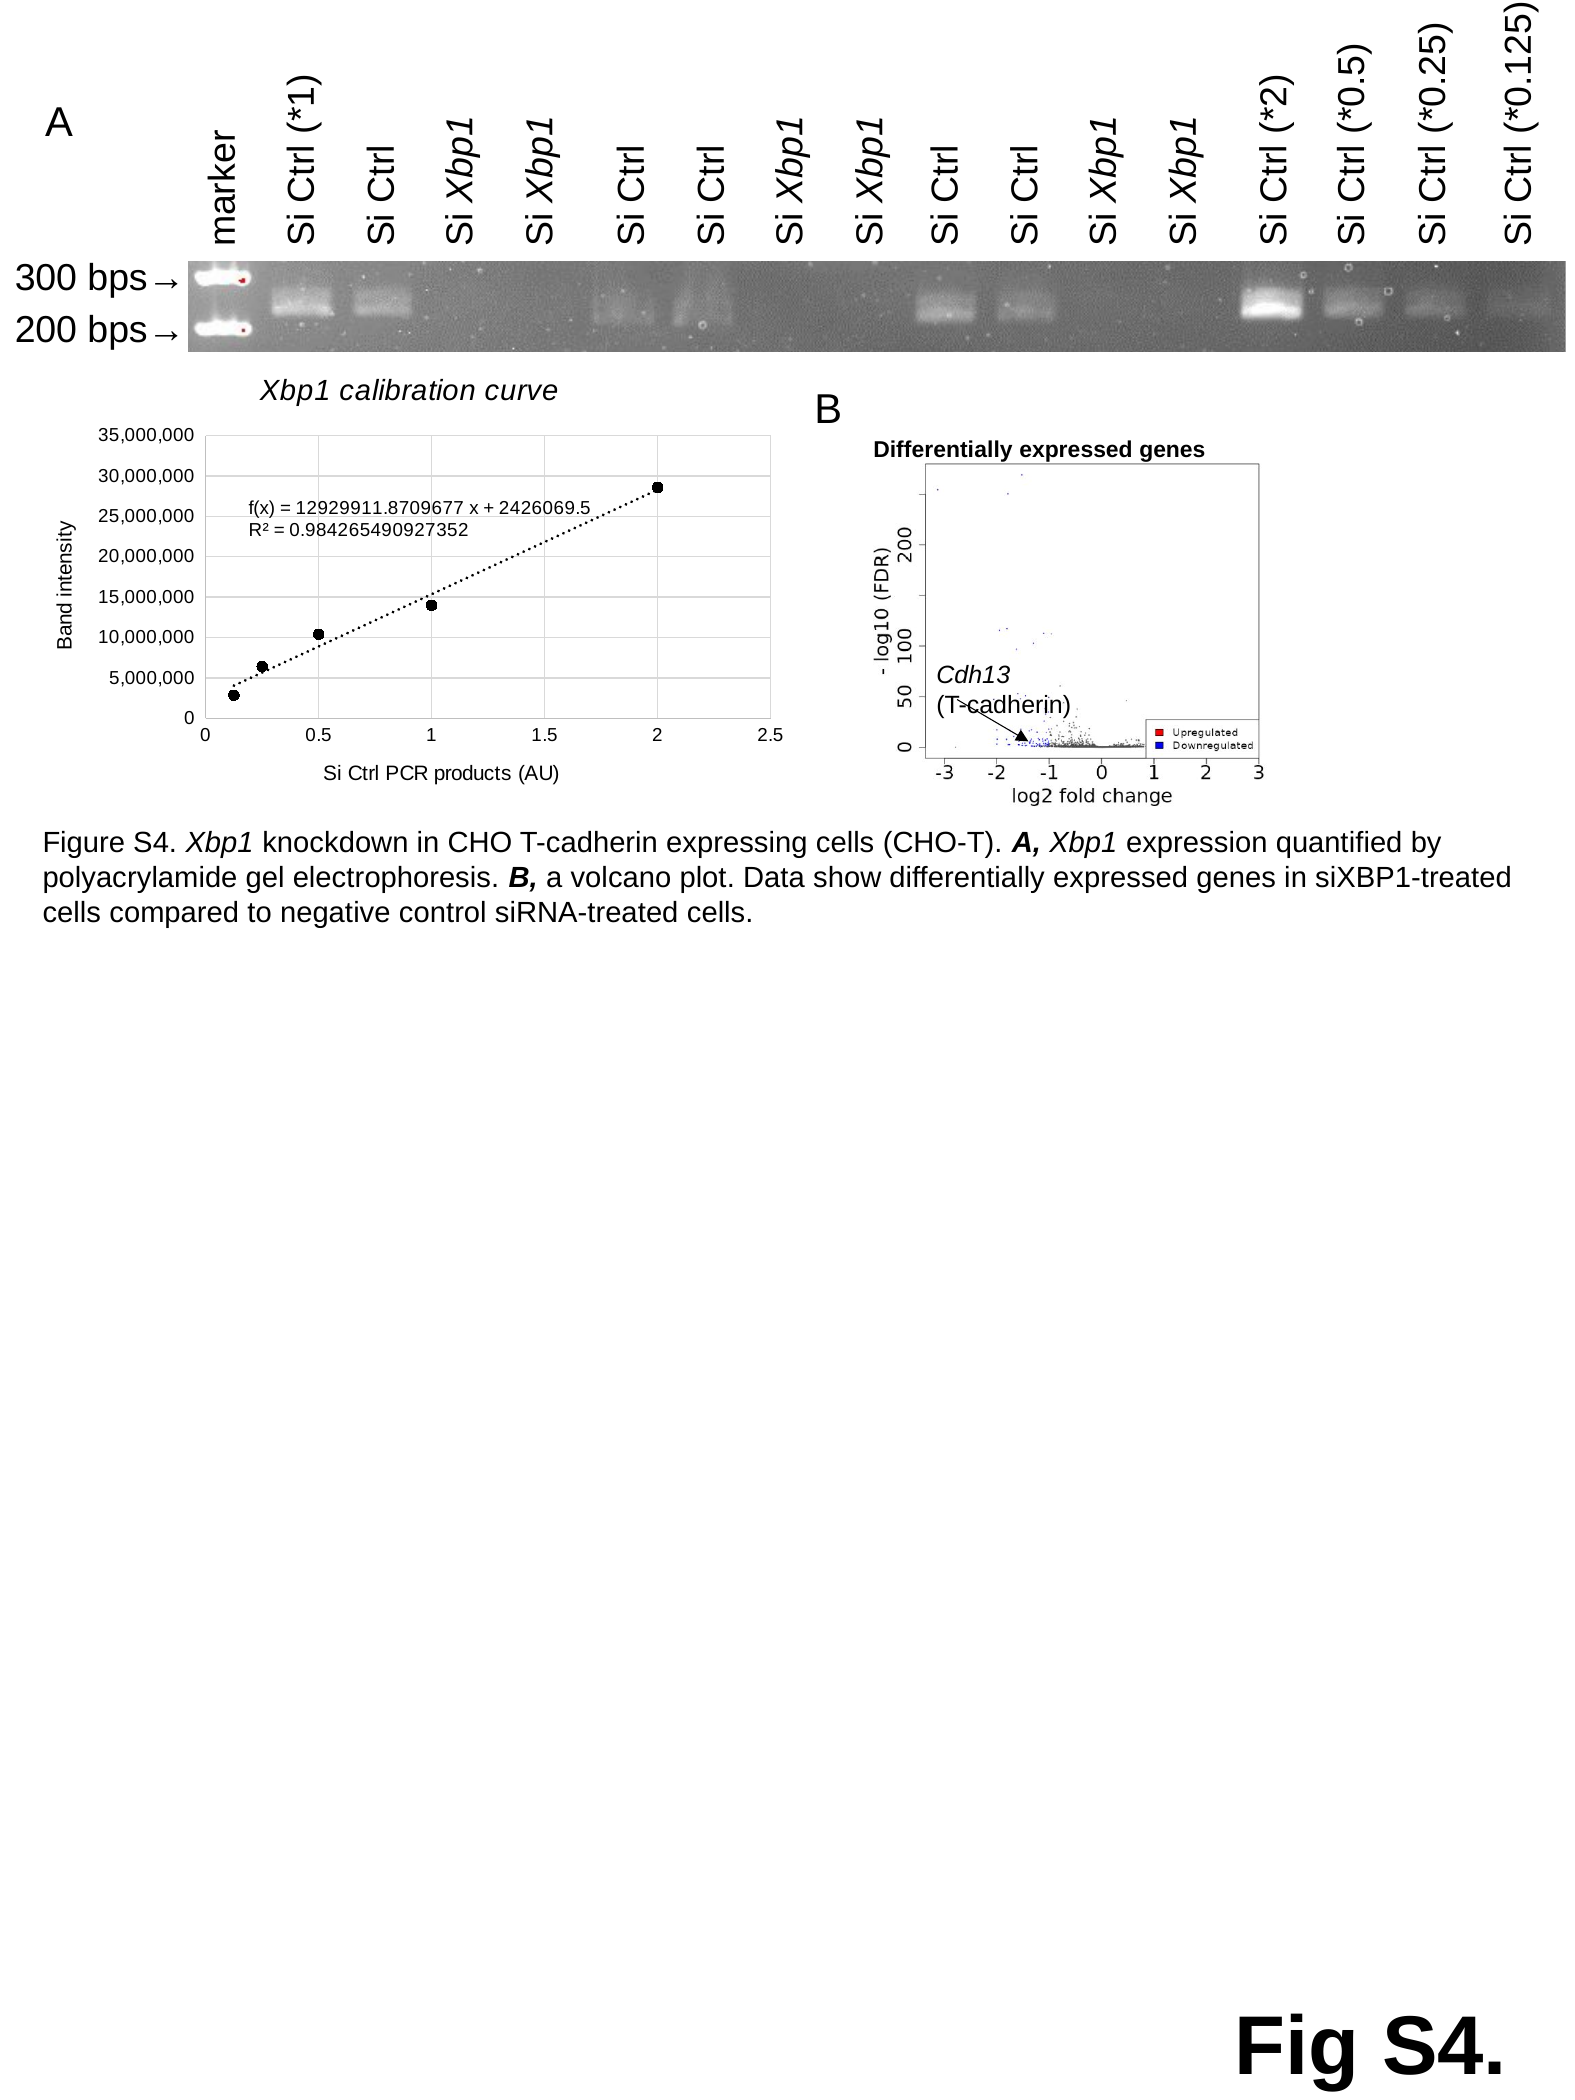

Si Ctrl (*0.5)
Si Ctrl (*0.25)
Si Ctrl (*0.125)
A
Si Ctrl (*2)
Si Xbp1
Si Xbp1
marker
Si Ctrl (*1)
Si Xbp1
Si Xbp1
Si Ctrl
Si Ctrl
Si Ctrl
Si Xbp1
Si Xbp1
Si Ctrl
Si Ctrl
300 bps→
200 bps→
### Chart: Xbp1 calibration curve
| Category | |
|---|---|B
Differentially expressed genes
Cdh13
(T-cadherin)
Figure S4. Xbp1 knockdown in CHO T-cadherin expressing cells (CHO-T). A, Xbp1 expression quantified by polyacrylamide gel electrophoresis. B, a volcano plot. Data show differentially expressed genes in siXBP1-treated cells compared to negative control siRNA-treated cells.
Fig S4.

## Slide 7
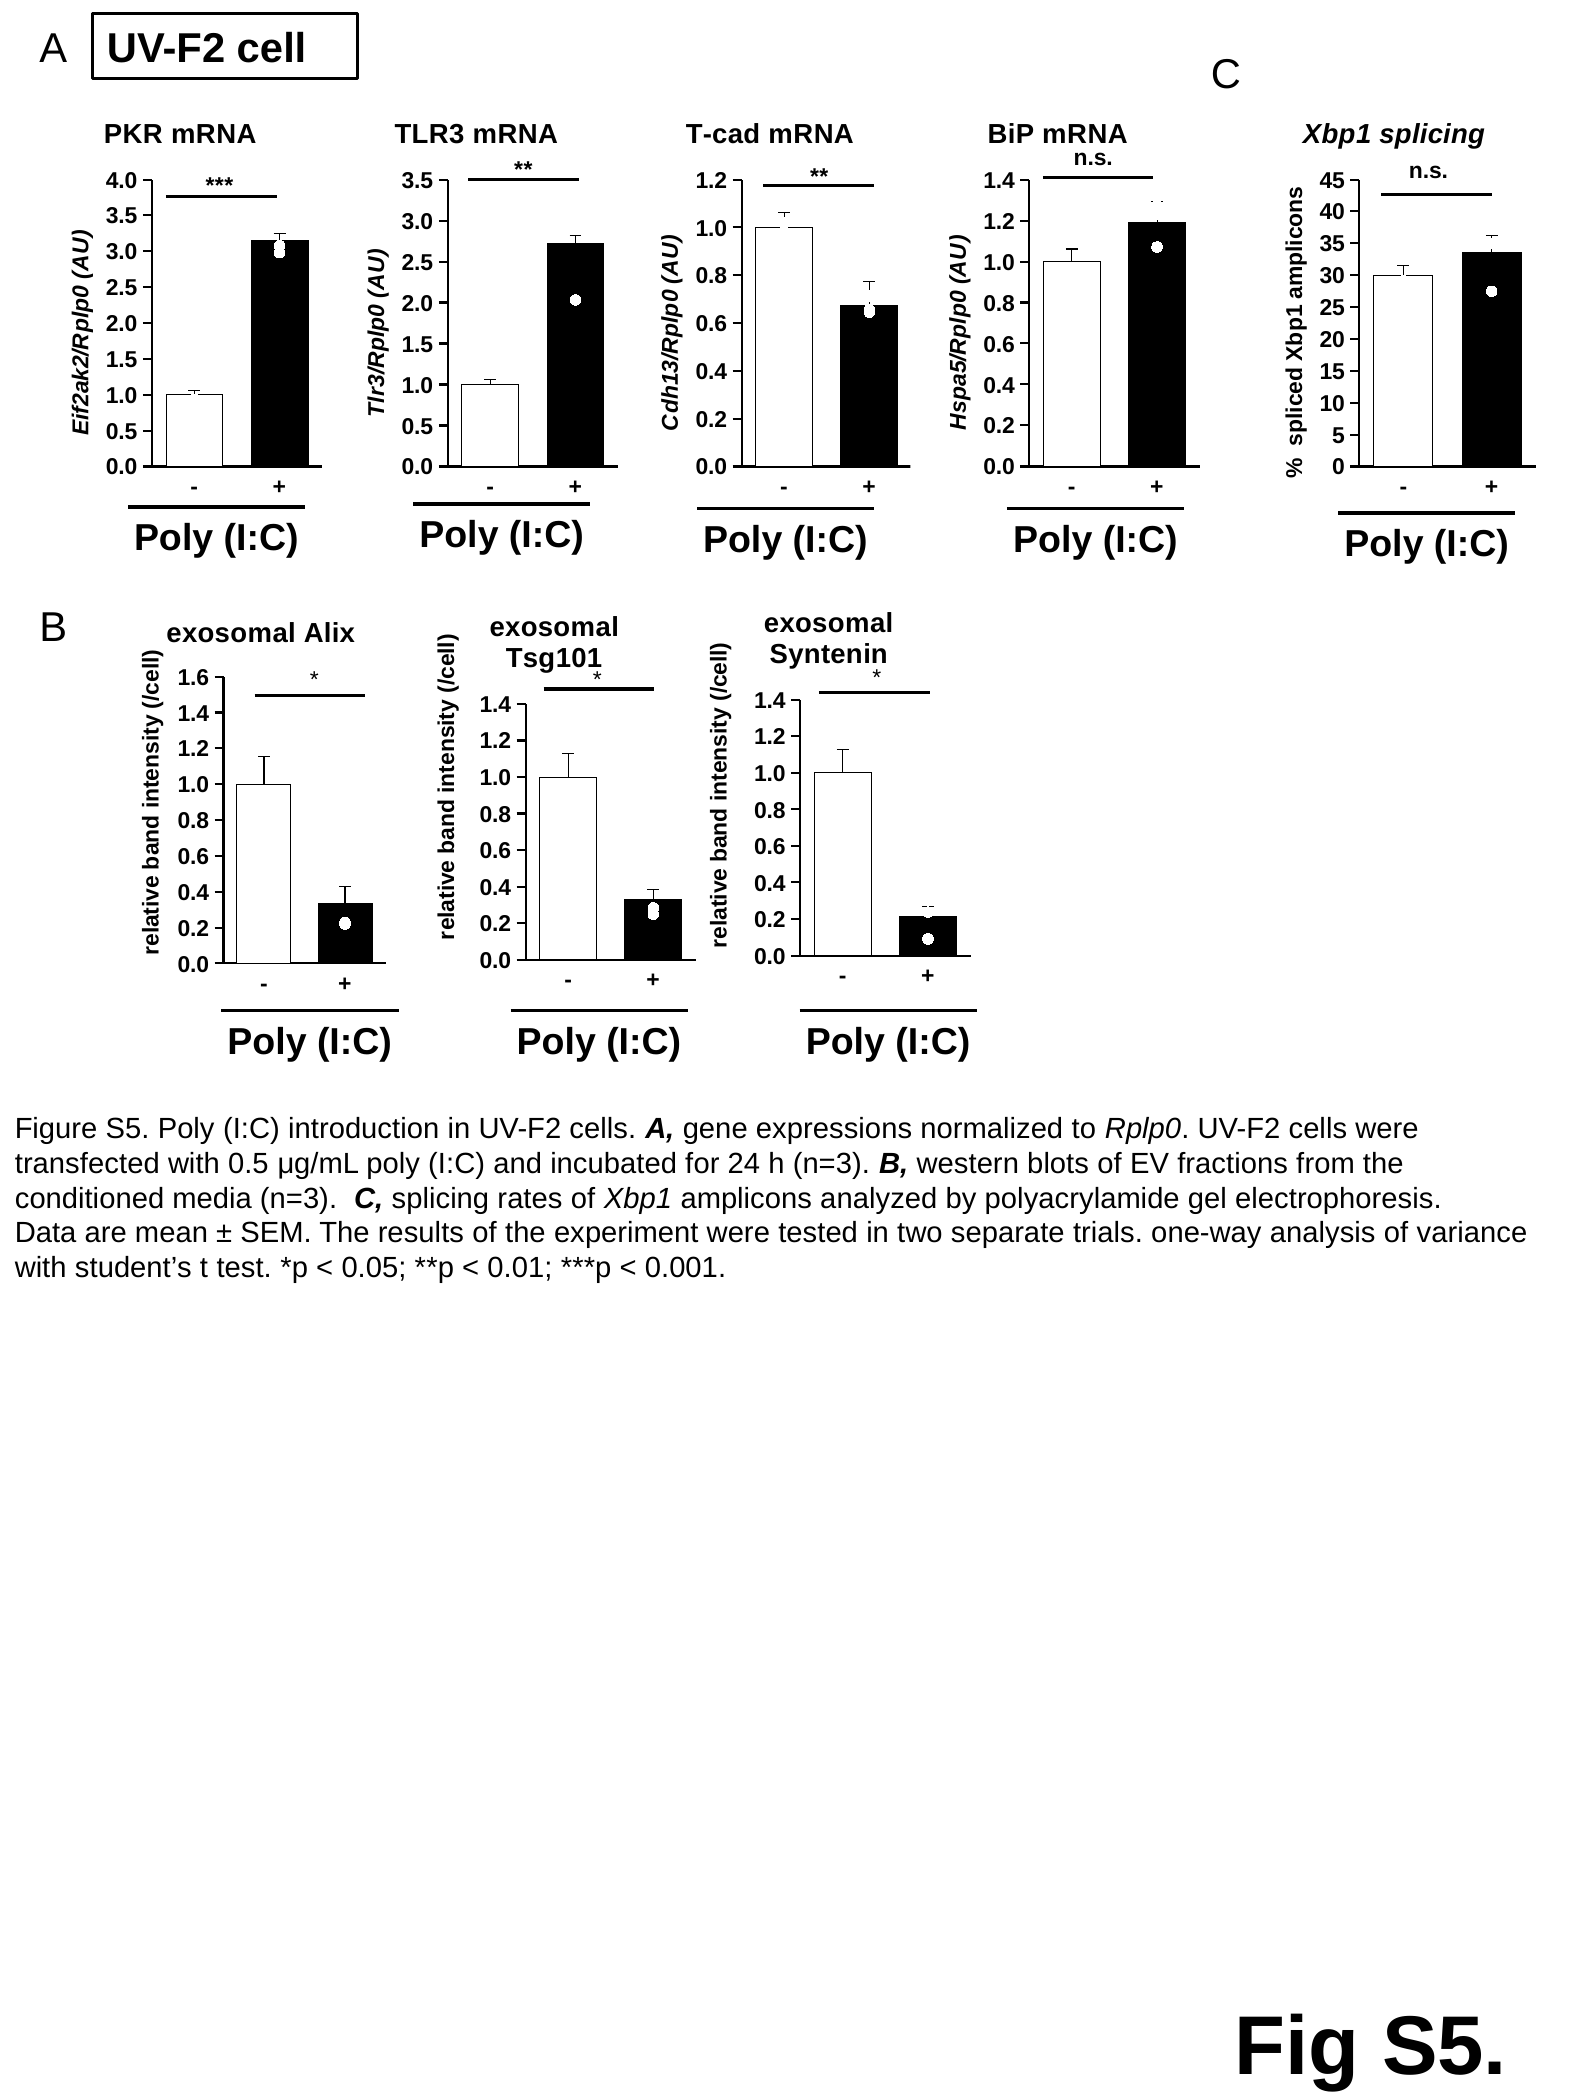

A
UV-F2 cell
C
### Chart: PKR mRNA
| Category | | | | |
|---|---|---|---|---|
| - | 1.0 | 0.9371031423244124 | 0.913486030701912 | 1.1494108269736758 |
| + | 3.1508084015172697 | 3.0772188311507853 | 2.9802688918553266 | 3.3949374815456976 |
### Chart: TLR3 mRNA
| Category | | | | |
|---|---|---|---|---|
| - | 1.0 | 0.9144095781296231 | 1.1902860380704794 | 0.8953043837998977 |
| + | 2.71717105986938 | 3.2323104879972697 | 2.888745405539901 | 2.03045728607097 |
### Chart: T-cad mRNA
| Category | | | | |
|---|---|---|---|---|
| - | 1.0 | 1.1011733910998025 | 0.8803123886629522 | 1.0185142202372455 |
| + | 0.6713806942105685 | 0.655028288067691 | 0.6454526462523955 | 0.7136611483116188 |
### Chart: BiP mRNA
| Category | | | | |
|---|---|---|---|---|
| - | 1.0 | 1.1795637120370726 | 0.93877689261256 | 0.8816593953503675 |
| + | 1.191640799391663 | 1.2731149393635897 | 1.2311704072302165 | 1.070637051581183 |
### Chart: Xbp1 splicing
| Category | | | | |
|---|---|---|---|---|
| - | 29.975096310164172 | 29.124265662977773 | 27.100722127781356 | 33.70030113973338 |
| + | 33.5808014452761 | 27.491280003161155 | 34.93329864251428 | 38.317825690152866 |Poly (I:C)
Poly (I:C)
Poly (I:C)
Poly (I:C)
Poly (I:C)
### Chart: exosomal Syntenin
| Category | | | | |
|---|---|---|---|---|
| - | 1.0 | 1.2881362043484479 | 1.1892386497945702 | 0.522625145856982 |
| + | 0.21352431640651445 | 0.2374954363530754 | 0.3127766681614808 | 0.09030084470498707 |
### Chart: exosomal Tsg101
| Category | | | | |
|---|---|---|---|---|
| - | 1.0 | 1.3041559224037613 | 0.7988371350712966 | 0.8970069425249421 |
| + | 0.3308019093238912 | 0.2482573152574083 | 0.46104929425007257 | 0.2830991184641926 |B
### Chart: exosomal Alix
| Category | | | | |
|---|---|---|---|---|
| - | 1.0 | 1.3528150752252315 | 0.9517765294084177 | 0.695408395366351 |
| + | 0.3358080272376183 | 0.21955380440046451 | 0.5592113551128562 | 0.2286589221995342 |Poly (I:C)
Poly (I:C)
Poly (I:C)
Figure S5. Poly (I:C) introduction in UV-F2 cells. A, gene expressions normalized to Rplp0. UV-F2 cells were transfected with 0.5 μg/mL poly (I:C) and incubated for 24 h (n=3). B, western blots of EV fractions from the conditioned media (n=3). C, splicing rates of Xbp1 amplicons analyzed by polyacrylamide gel electrophoresis.
Data are mean ± SEM. The results of the experiment were tested in two separate trials. one-way analysis of variance with student’s t test. *p < 0.05; **p < 0.01; ***p < 0.001.
Fig S5.

## Slide 8
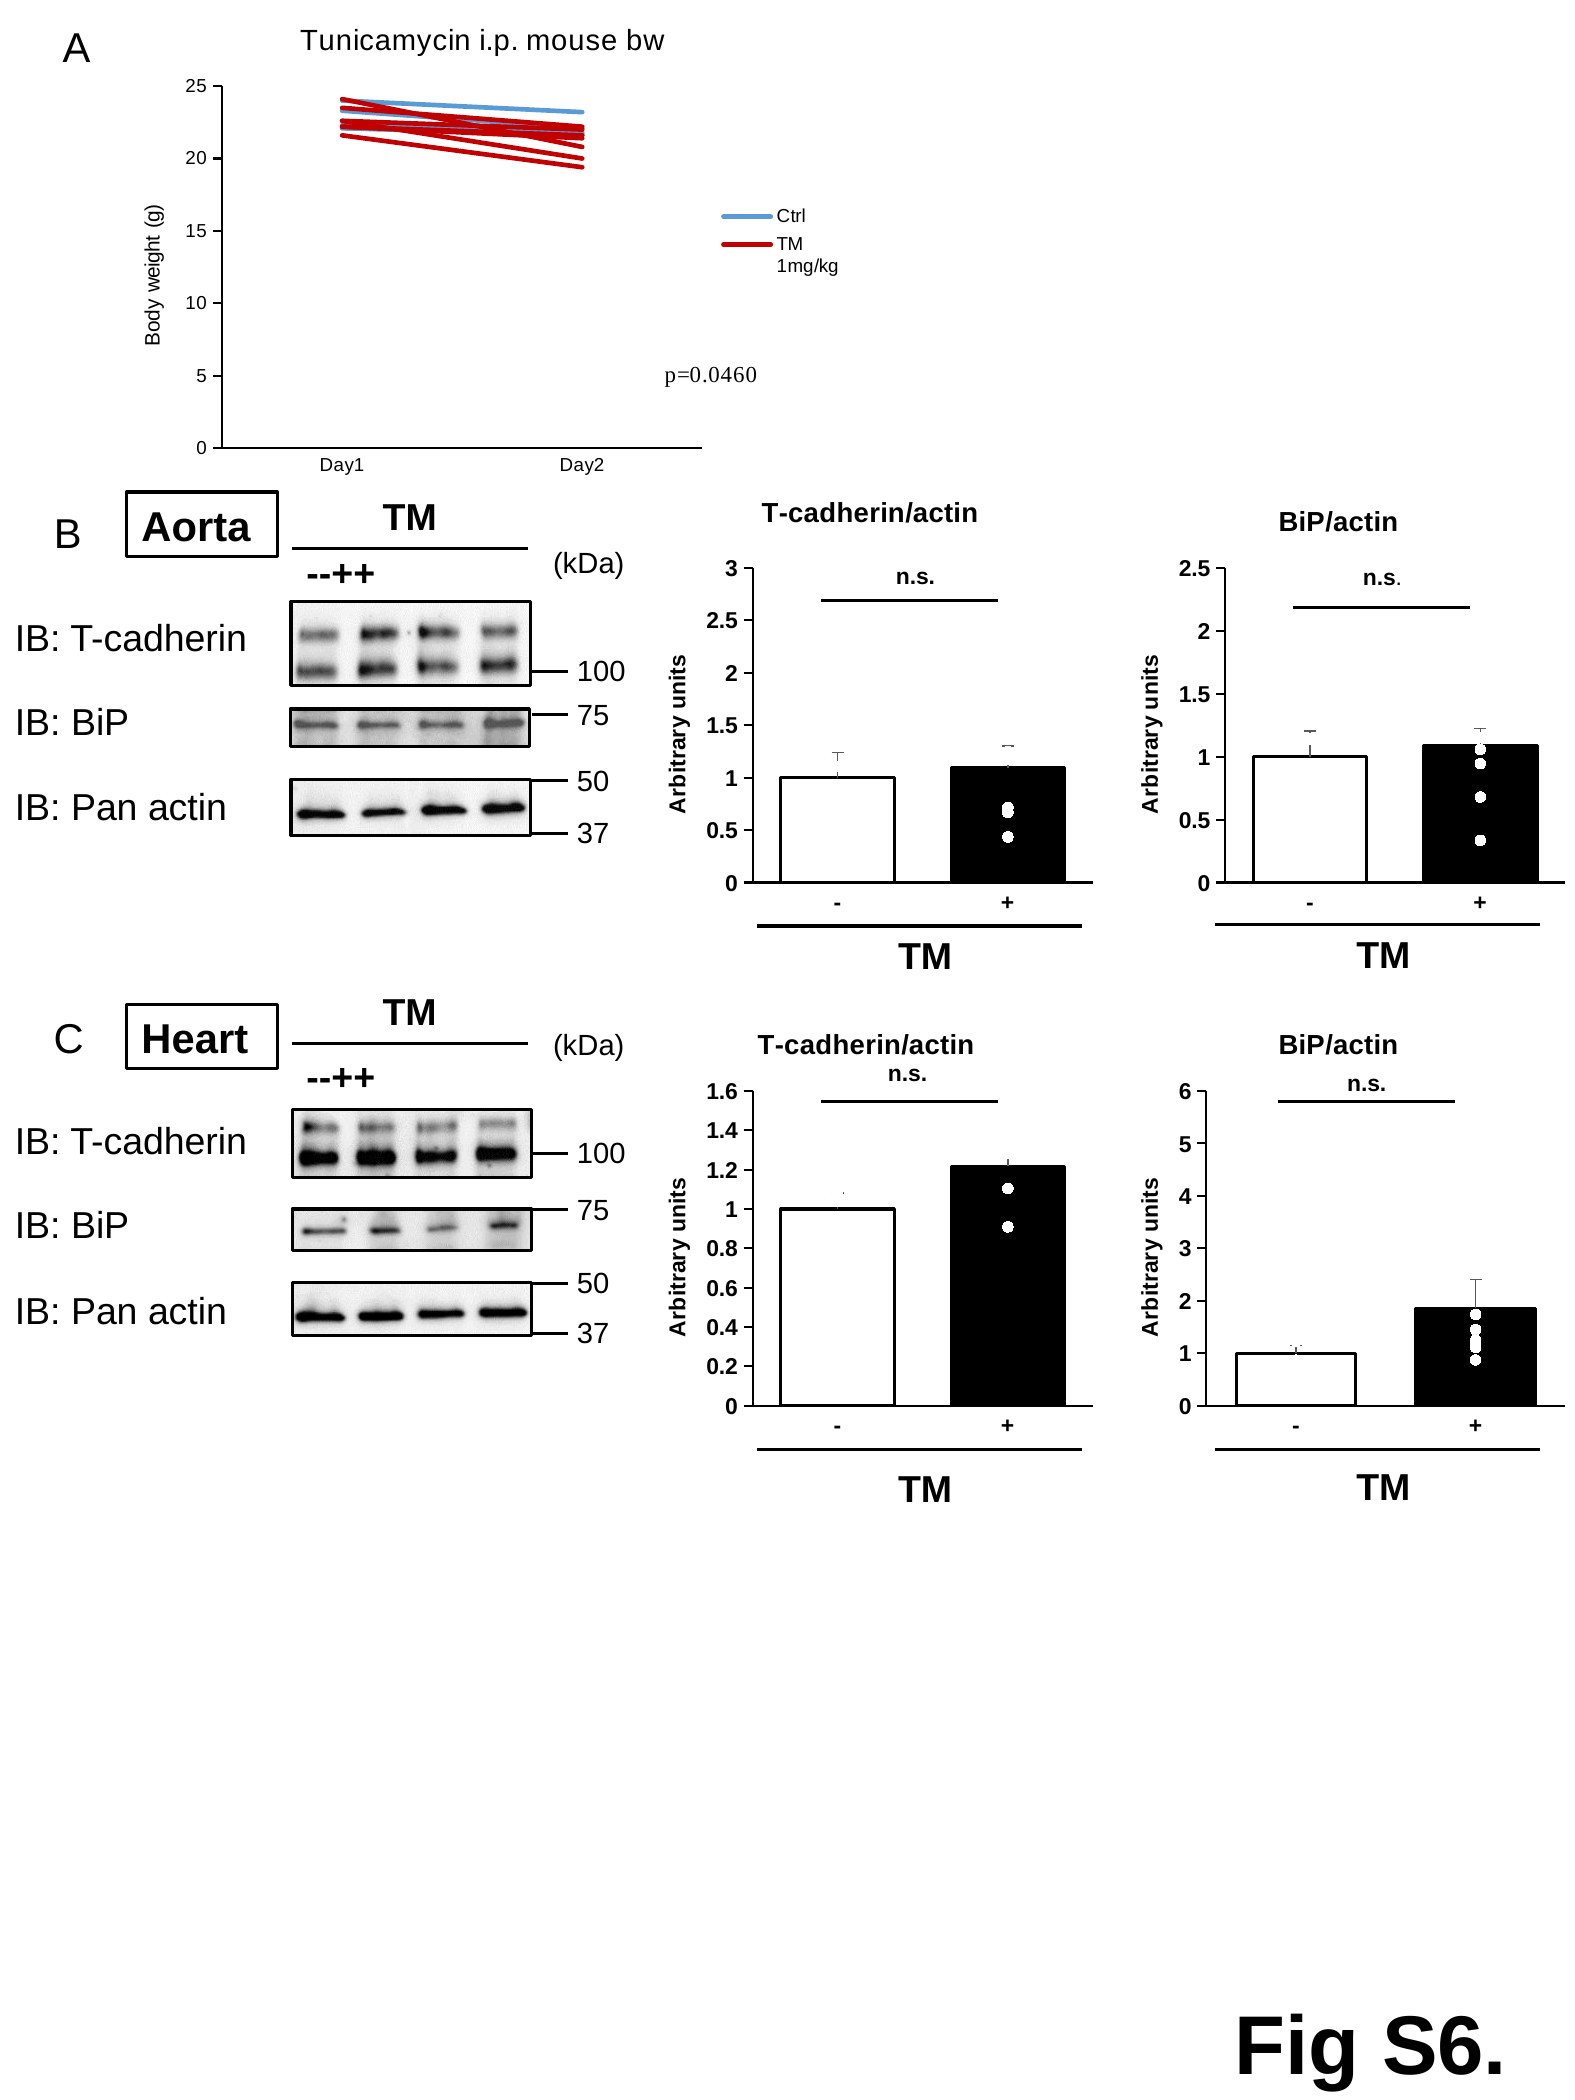

### Chart: Tunicamycin i.p. mouse bw
| Category | Ctrl | | | | | TM
1mg/kg | | | | | | |
|---|---|---|---|---|---|---|---|---|---|---|---|---|
| Day1 | 22.3 | 22.1 | 23.3 | 22.1 | 24.0 | 22.6 | 21.6 | 24.1 | 22.2 | 22.6 | 23.5 | 22.2 |
| Day2 | 21.8 | 21.6 | 22.1 | 21.7 | 23.2 | 20.0 | 19.4 | 20.8 | 21.4 | 22.0 | 22.2 | 21.6 |A
### Chart: T-cadherin/actin
| Category | | | | | | | | |
|---|---|---|---|---|---|---|---|---|
| - | 1.0 | 0.6125413473164423 | 2.3304154406097037 | 0.7602928119790523 | 1.1052683165839388 | 1.5383879116002461 | 0.8317523154900635 | None |
| + | 1.0958864896246012 | 0.7138459859775379 | 1.2489838239314404 | 2.1225938566288685 | 0.6666958470192612 | 1.5216915928873884 | 1.171841545146243 | 0.4330027222482973 |
### Chart: BiP/actin
| Category | | | | | | | | |
|---|---|---|---|---|---|---|---|---|
| - | 1.0 | 1.1406849223992563 | 1.9137972956920095 | 0.6355691255427557 | 1.2808907671511702 | 1.6860711806657598 | 0.5680102524242028 | None |
| + | 1.090492162541027 | 1.0566067726364528 | 0.9442254436479843 | 1.1498282251638703 | 1.5354167920784492 | 0.6787050316147589 | 1.1517214139742715 | 0.33479055902427984 |TM
Aorta
B
(kDa)
--++
IB: T-cadherin
100
75
IB: BiP
50
IB: Pan actin
37
TM
TM
TM
C
Heart
### Chart: T-cadherin/actin
| Category | | | | | | | |
|---|---|---|---|---|---|---|---|
| - | 1.0 | 1.0753724267071798 | 0.7932367730311148 | 1.0929579126194657 | 1.300479862959672 | 0.7001187674178243 | 1.0378342572647437 |
| + | 1.2173609723070657 | 1.281347716986766 | 1.3037339120162494 | 1.3668720073919294 | 1.1040329639401414 | 1.4125121368285416 | 0.9087076639593095 |
### Chart: BiP/actin
| Category | | | | | | | | |
|---|---|---|---|---|---|---|---|---|
| - | 1.0 | 0.866629073722658 | 1.4042116956696733 | 0.40491010907113867 | 1.2265563742592884 | 1.348305188590353 | 0.7493875586868887 | None |
| + | 1.8523094880155748 | 1.4487473052549291 | 1.2465609031677187 | 1.1100910537945552 | 1.737125001155058 | 0.8701830926272651 | 1.161166572365653 | 5.392292487743844 |(kDa)
--++
IB: T-cadherin
100
75
IB: BiP
50
IB: Pan actin
37
TM
TM
Fig S6.

## Slide 9
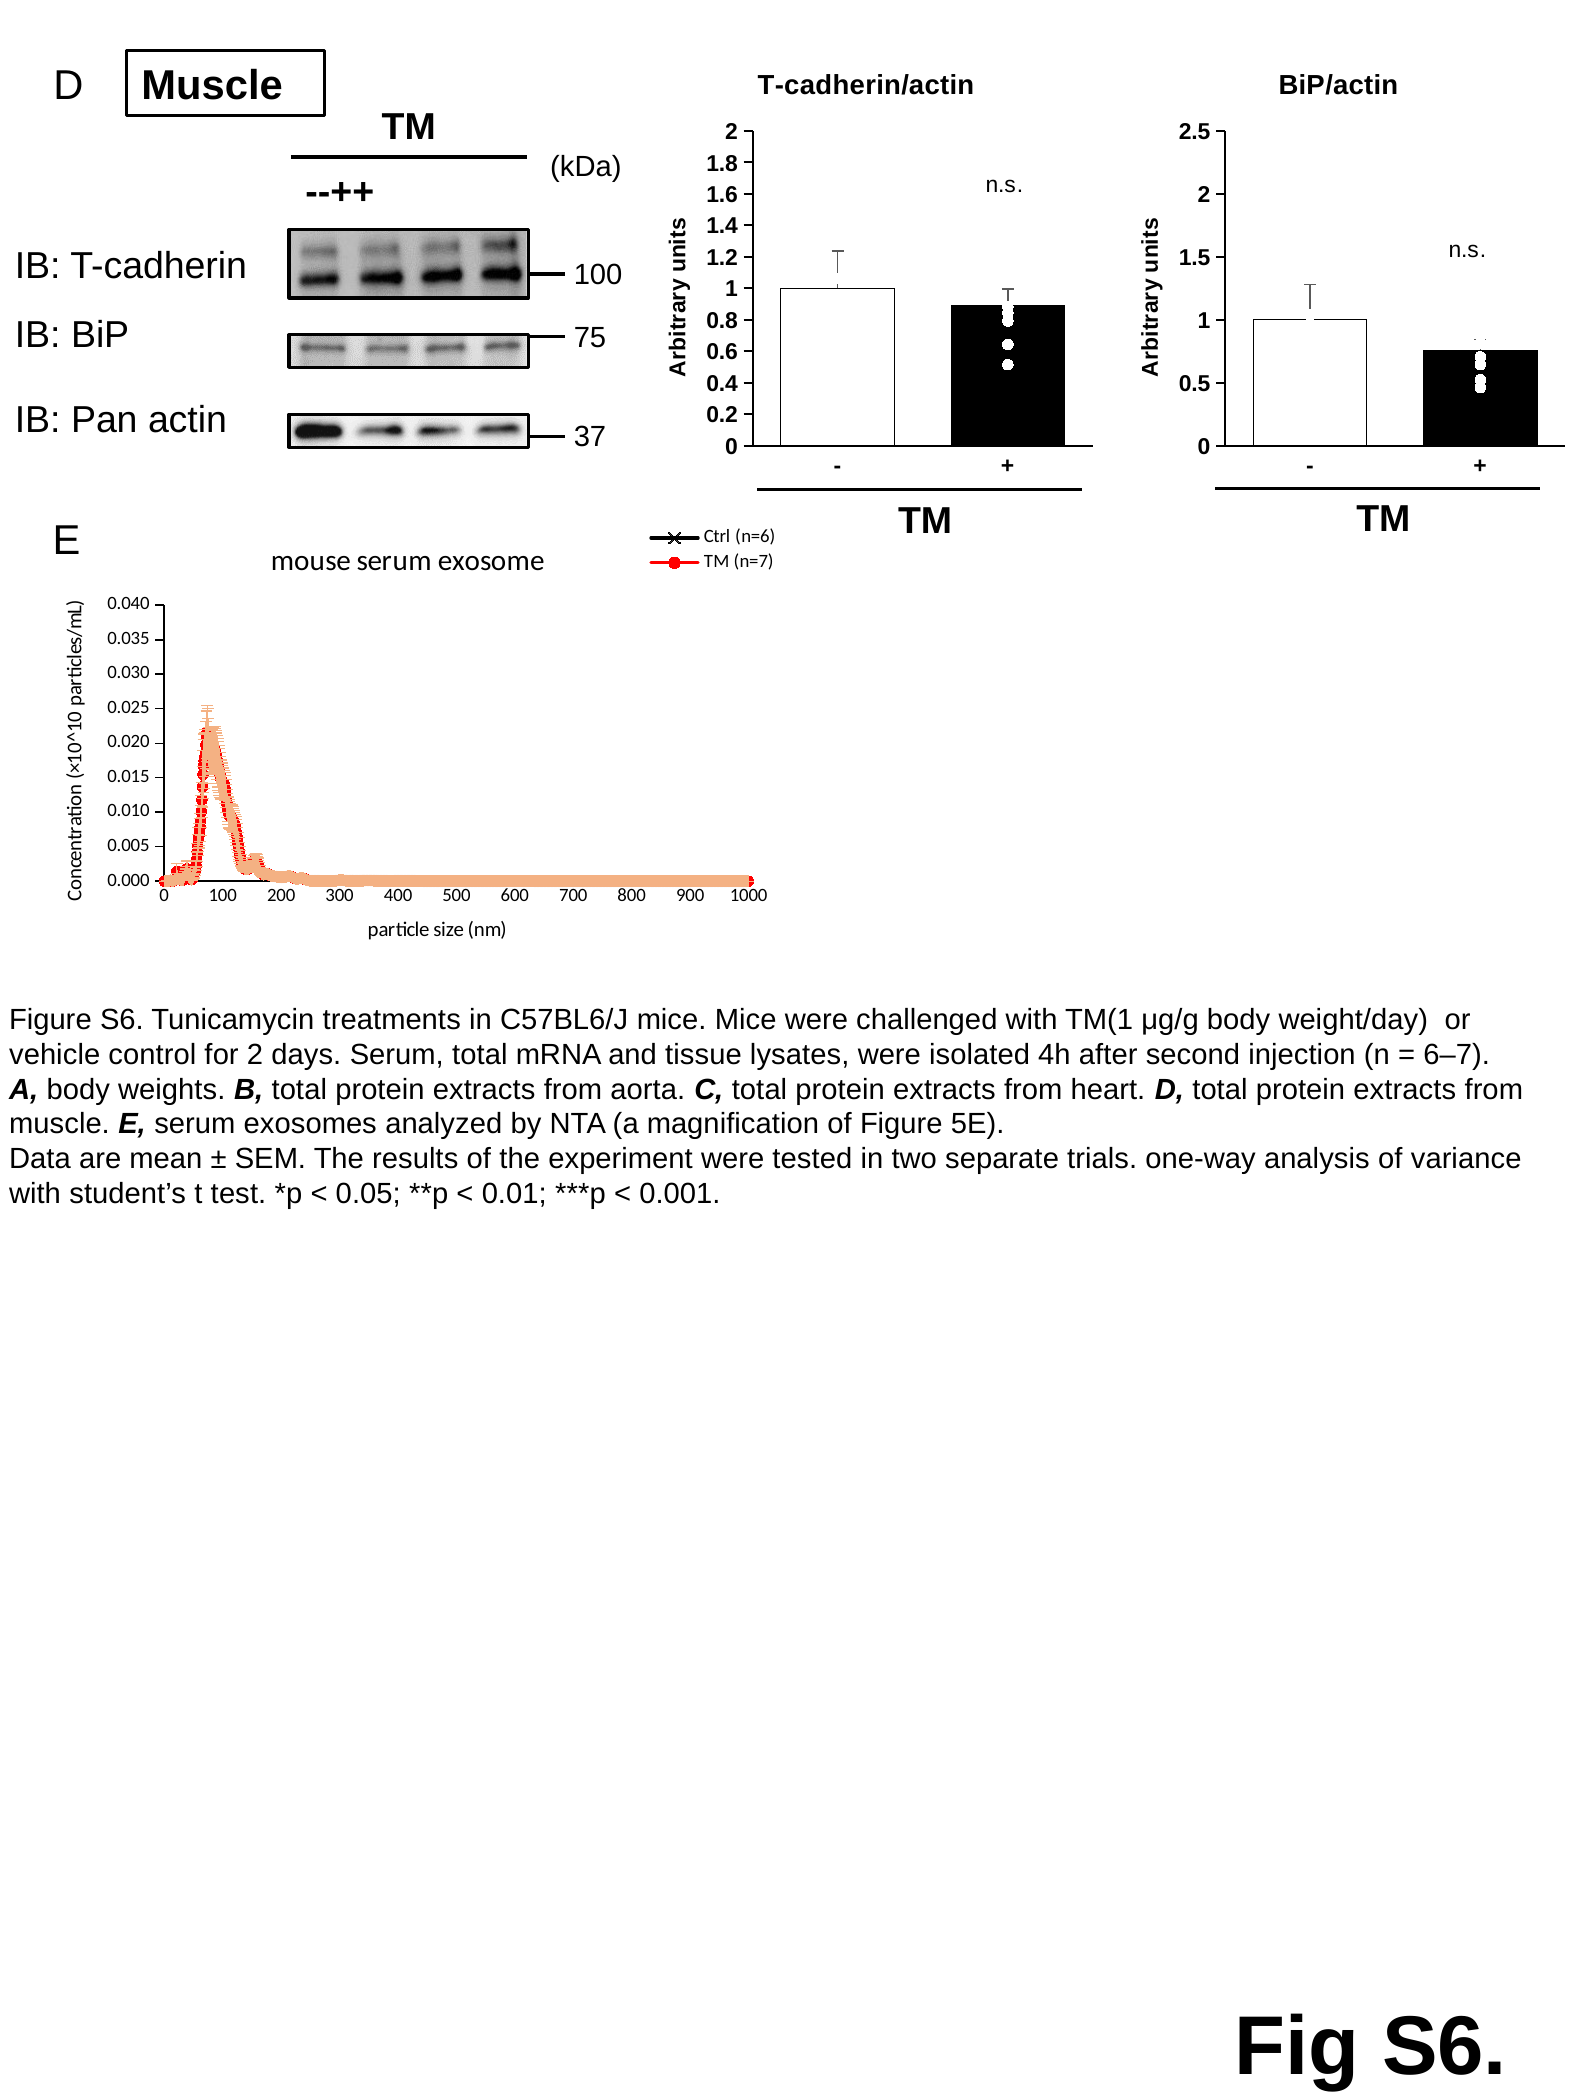

### Chart: T-cadherin/actin
| Category | | | | | | | | |
|---|---|---|---|---|---|---|---|---|
| - | 1.0 | 1.6919026089609135 | 1.7480685561364486 | 0.27166011463252143 | 0.8783593301581156 | 0.34824201924954623 | 1.0617673708624542 | None |
| + | 0.8899440191039625 | 0.8820732843285893 | 0.7918445233506177 | 1.1896497920510412 | 0.8436182821254998 | 0.5138489095782677 | 1.3660679582355941 | 0.642505384058127 |
### Chart: BiP/actin
| Category | | | | | | | | |
|---|---|---|---|---|---|---|---|---|
| - | 1.0 | 1.3950479460094898 | 2.2735677704864266 | 0.3413082116687684 | 0.6870343960160417 | 0.2648051450954762 | 1.0382365307237973 | None |
| + | 0.7560401102603059 | 1.1567383342446216 | 0.6442782294847118 | 0.9888246158802857 | 0.4614457256113325 | 0.7051163597480049 | 0.8132225077180606 | 0.5226549991351245 |D
Muscle
TM
(kDa)
--++
IB: T-cadherin
100
IB: BiP
75
IB: Pan actin
37
TM
TM
E
### Chart: mouse serum exosome
| Category | Ctrl (n=6) | TM (n=7) |
|---|---|---|Figure S6. Tunicamycin treatments in C57BL6/J mice. Mice were challenged with TM(1 μg/g body weight/day) or vehicle control for 2 days. Serum, total mRNA and tissue lysates, were isolated 4h after second injection (n = 6–7).
A, body weights. B, total protein extracts from aorta. C, total protein extracts from heart. D, total protein extracts from muscle. E, serum exosomes analyzed by NTA (a magnification of Figure 5E).
Data are mean ± SEM. The results of the experiment were tested in two separate trials. one-way analysis of variance with student’s t test. *p < 0.05; **p < 0.01; ***p < 0.001.
Fig S6.

## Slide 10
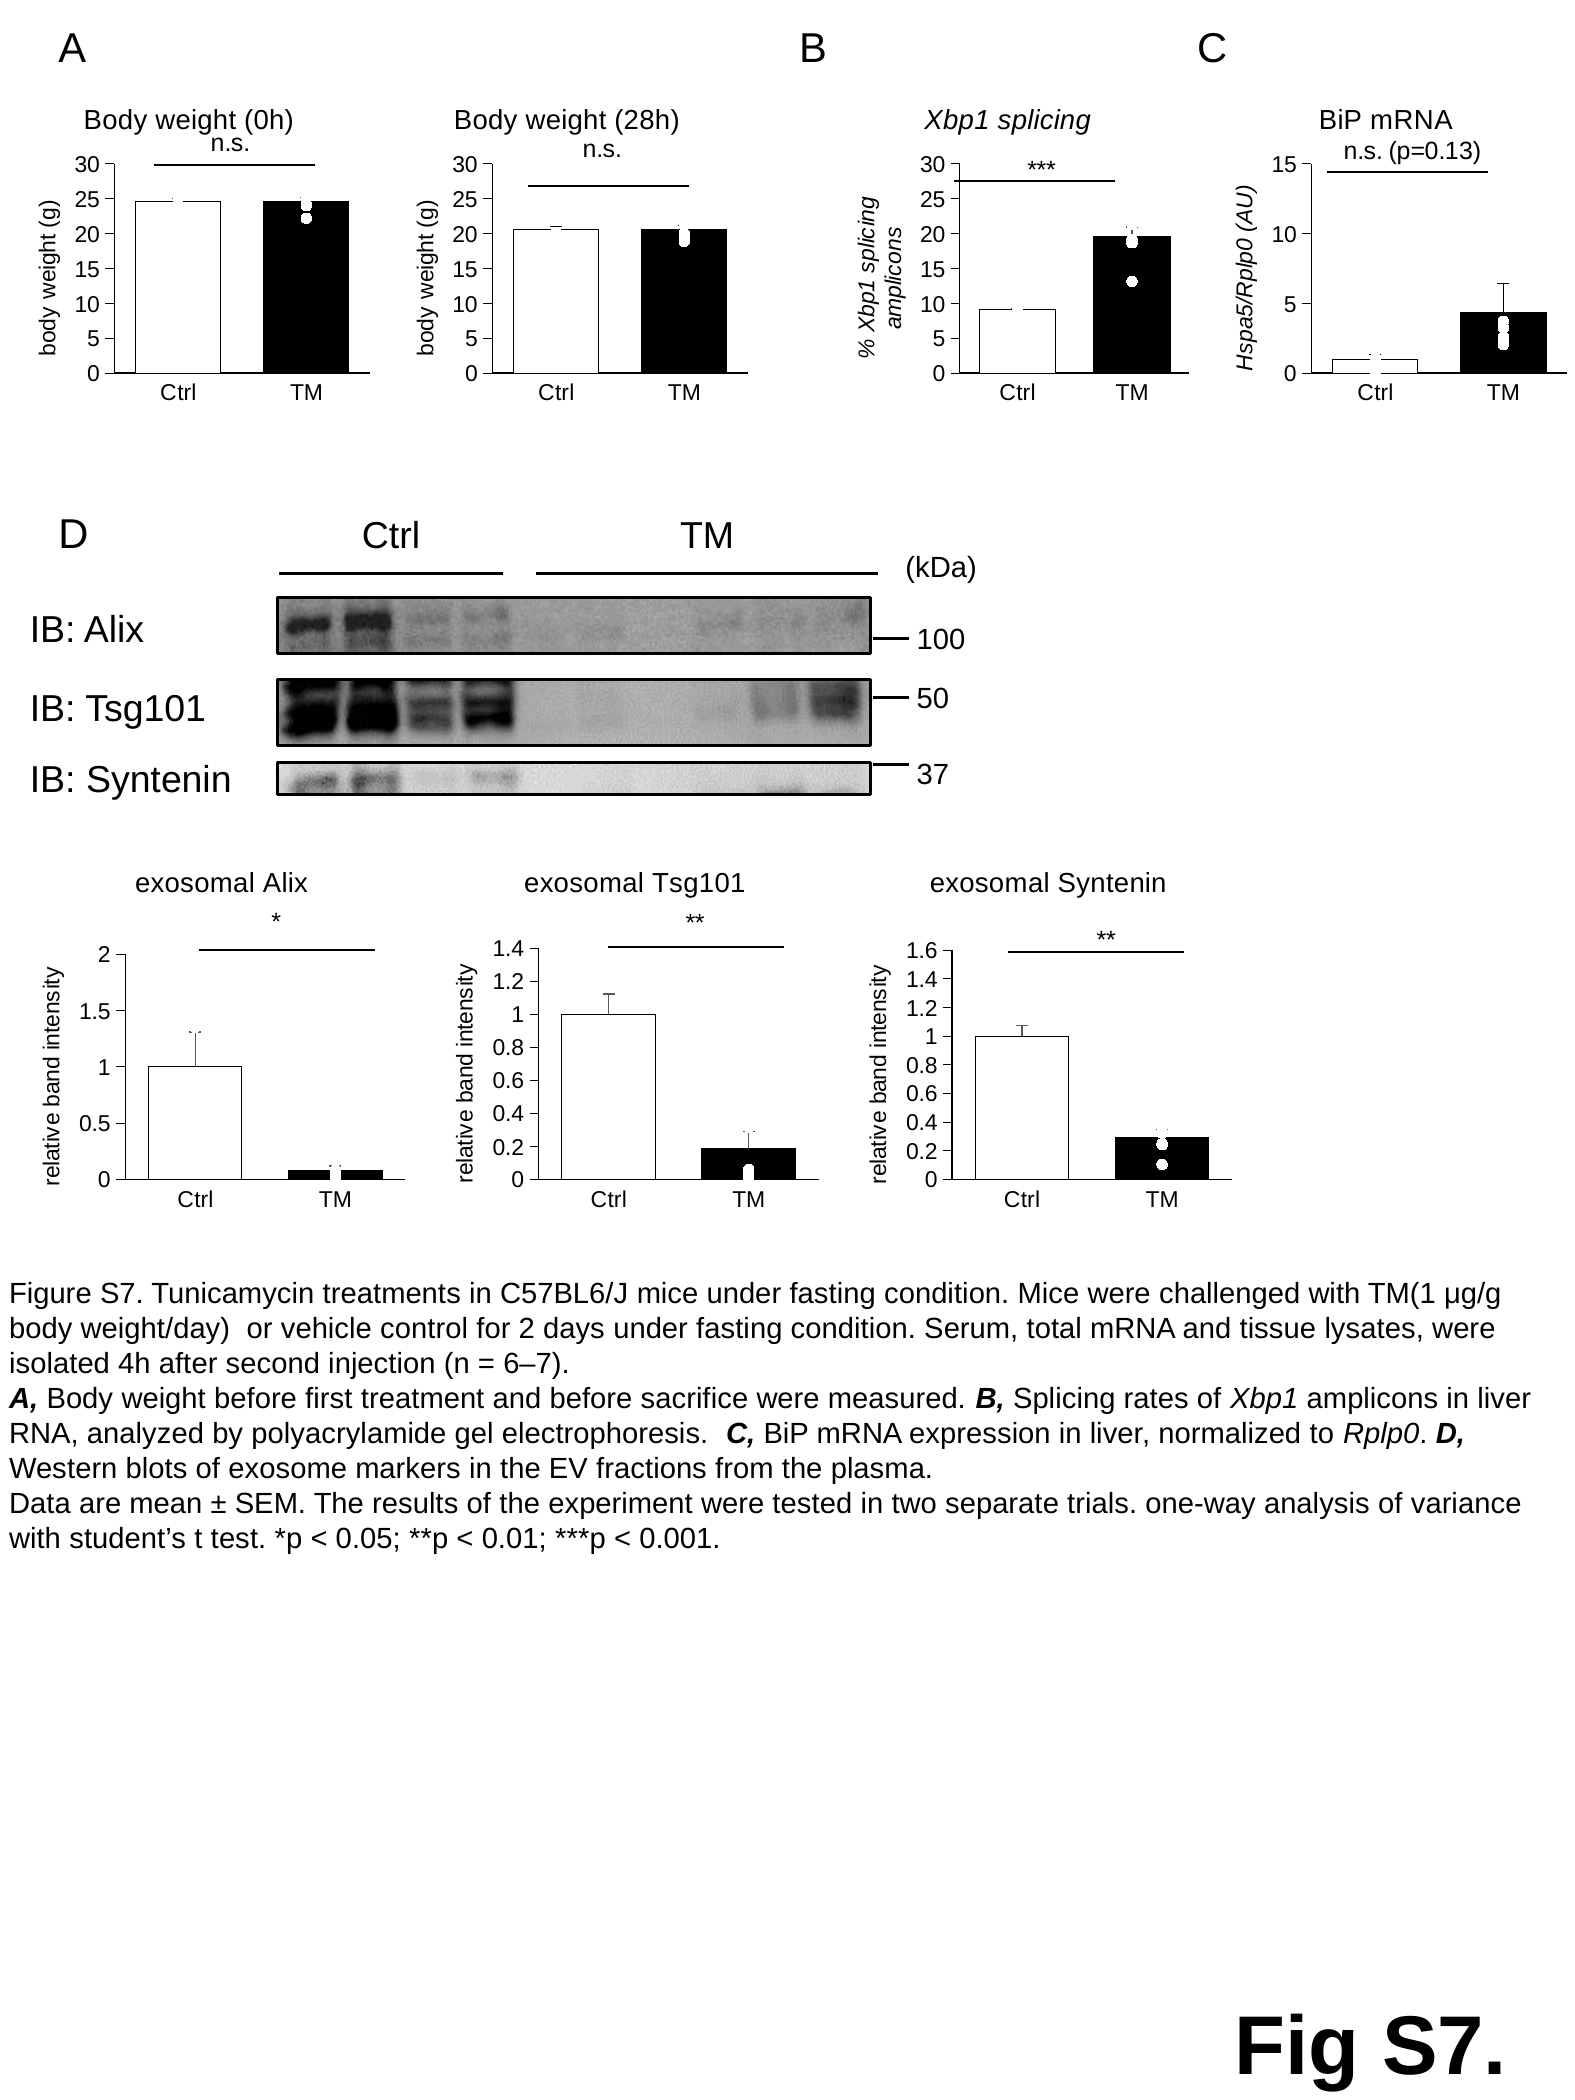

A
B
C
### Chart: Body weight (0h)
| Category | | | | | | | |
|---|---|---|---|---|---|---|---|
| Ctrl | 24.575 | 25.0 | 24.2 | 23.4 | 25.7 | None | None |
| TM | 24.633333333333336 | 24.2 | 22.2 | 24.0 | 26.4 | 25.6 | 25.4 |
### Chart: Body weight (28h)
| Category | | | | | | | |
|---|---|---|---|---|---|---|---|
| Ctrl | 20.6 | 20.2 | 20.2 | 20.1 | 21.9 | None | None |
| TM | 20.633333333333336 | 19.5 | 18.9 | 20.0 | 22.0 | 21.4 | 22.0 |
### Chart: Xbp1 splicing
| Category | | | | | | | |
|---|---|---|---|---|---|---|---|
| Ctrl | 9.150216683680958 | 9.265612284634278 | 9.30032734176832 | 9.226550978553973 | 8.808376129767263 | None | None |
| TM | 19.62827430643044 | 18.6838108111996 | 23.061687456203906 | 19.078167358203697 | 21.314595523134255 | 22.487450026367643 | 13.143934663473548 |
### Chart: BiP mRNA
| Category | | | | | | | |
|---|---|---|---|---|---|---|---|
| Ctrl | 1.0 | 0.9120508571673368 | 1.9129779062828591 | 1.067727904112848 | 0.10724333243695625 | None | None |
| TM | 4.367216216172151 | 12.17787338791036 | 3.2451576126472026 | 2.4399095610331463 | 2.580938406089925 | 3.716047379690278 | 2.0433709496619947 |D
Ctrl
TM
(kDa)
IB: Alix
100
50
IB: Tsg101
IB: Syntenin
37
### Chart: exosomal Alix
| Category | | | | | | | |
|---|---|---|---|---|---|---|---|
| Ctrl | 1.0 | 1.351019556714472 | 1.8330117340286831 | 0.451754889178618 | 0.36421382007822684 | None | None |
| TM | 0.07953585397653194 | 0.0037235984354628423 | 0.035963494132985656 | 0.0 | 0.08155410691003911 | 0.08113689700130378 | 0.27483702737940024 |
### Chart: exosomal Tsg101
| Category | | | | | | | |
|---|---|---|---|---|---|---|---|
| Ctrl | 1.0 | 1.179759218761607 | 1.2779953549974155 | 0.6565547829989696 | 0.8856906432420079 | None | None |
| TM | 0.18584902266257056 | 0.0077447769604144625 | 0.03174059216147402 | 0.0 | 0.059494650844427094 | 0.3158767410024105 | 0.7002373750066972 |
### Chart: exosomal Syntenin
| Category | | | | | | | |
|---|---|---|---|---|---|---|---|
| Ctrl | 1.0 | 1.2907110821376904 | 1.4835722661717694 | 0.48880901621532735 | 0.7369076354752131 | None | None |
| TM | 0.2926831019048719 | 0.10269903076076764 | 0.24803597402571978 | 0.24193589434881257 | 0.32438093783830874 | 0.4022489639065568 | 0.4367978105490659 |Figure S7. Tunicamycin treatments in C57BL6/J mice under fasting condition. Mice were challenged with TM(1 μg/g body weight/day) or vehicle control for 2 days under fasting condition. Serum, total mRNA and tissue lysates, were isolated 4h after second injection (n = 6–7).
A, Body weight before first treatment and before sacrifice were measured. B, Splicing rates of Xbp1 amplicons in liver RNA, analyzed by polyacrylamide gel electrophoresis. C, BiP mRNA expression in liver, normalized to Rplp0. D, Western blots of exosome markers in the EV fractions from the plasma.
Data are mean ± SEM. The results of the experiment were tested in two separate trials. one-way analysis of variance with student’s t test. *p < 0.05; **p < 0.01; ***p < 0.001.
Fig S7.

How the deposited data were processed for this re-analysis (not part of the article)

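RNA-Seq of CHO-T cells transfected for 48 h with negative control siRNA or *Xbp1* siRNA was analysed, with 3 libraries for each of the 2 conditions. The authors state that RNA was sequenced after a check of its integrity and that raw counts and FPKM values were obtained. The files used here hold FPKM, 1 library per file, with 27873 entries named by gene symbol. The columns sum to between 646651 and 666267 FPKM for control siRNA and to between 593487 and 600986 FPKM for *Xbp1* siRNA. The sums thus differ by condition. Of the 74 genes tested with a mean FPKM of at least 1000, 68 were lower with *Xbp1* siRNA, with a median log2 fold change of −0.15. The 10 genes with the highest values hold between 7.88% and 8.12% of each sum. In each library between 15109 and 15545 entries were above 0. Of the symbols, 159 stand on more than 1 row, covering 721 rows, which were kept apart. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text. Of 27311 symbols, 88.0% were found in a RefSeq gene table of the Chinese hamster, which was used for names only.

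FPKM values are not counts, so a count model such as the DESeq2 package named in the paper's methods was not used. Values were tested as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with an intensity trend, for genes with a mean FPKM of at least 0.1 over the 6 libraries. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the limits in the paper's methods. The procedure was tested on 10 simulated data sets of 14361 genes, in which 200 genes were changed by 1.5 on the log2 scale. On average 89.2% of these were called, with 4.1 unchanged genes. The noise was drawn as normal, and the changed genes all had a geometric mean of FPKM + 0.1 above 1. Recovery of more weakly expressed genes was therefore not tested. Gene lists were tested with camera at a preset correlation between genes of 0.01, adjusted over 7 lists, with fry and with camera at an estimated correlation as alternatives. The recognition site marks of Table S2 were tested by 100000 permutations. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

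Read depth was not stated in the files. Where the FPKM of a weakly expressed gene fell on whole multiples of a step in every library, within a tolerance of 0.03 reads that widens with their number, its values were expressed in reads, taking the step as 1 read, and the steps gave the relative depth of the libraries. Groups with 3 reads or fewer in every library were treated as being at the floor, and folds against them are given as lower bounds. These read numbers cover counting error only. Between libraries of the same condition, the correlation across genes of log2 values lay between 0.966 and 0.972.

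The thresholds, the filter, the pseudocount, the tests, the gene lists and the alternatives were chosen before the data were examined, with the exceptions named here and in the closing section. The lists of NRF2 target genes and ERK immediate early genes were chosen after Table S1 had been read, where some members are listed as lower. The alternatives were pseudocounts of 1 and 0.01, a filter at a mean FPKM of 1 or none, median-ratio scaling and quantile normalization, eBayes without trend, other thresholds, the replicate number as a block, other set tests, other ways to compute the principal components, and leaving out each library in turn. Genes named in the text are those the paper names from these data, members of the gene lists, and the 5 genes with the largest log2 fold change in each direction among called genes with a symbol other than a LOC number, a mean FPKM of at least 1 and no overlap between the conditions. *Rplp0*, *Rps2* and *Rpsa* were chosen after their values were seen. The values of 1 gene meant to be named are not reported here. Ingenuity pathway analysis, the poly(I:C) experiment, the mouse experiments and the PCR values were not analysed here. A test of genes matching the siRNA seed was intended and was not run, since transcript sequences were not used here.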

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

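The tests in this part were chosen after the results were seen, and both gene lists were chosen after Table S1 had been read, where some of their members are listed as lower.

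NRF2 target genes were lower after *Xbp1* silencing, a signal among genes outside those the paper discusses. Of 20 genes tested, 17 were lower and 8 were called lower, with a median log2 fold change of −0.91 (adjusted p = 1.18e-09 by limma's camera). The adjusted p was 1.24e-06 under fry and 0.0183 with an estimated correlation between genes. The median lay between −0.95 and −0.86 across the alternatives run, including those that each left out 1 library. *Hmox1* had a log2 fold change of −1.79, *Fth1* of −1.81, *Akr1b8* of −2.06 and *Nqo1* of −1.71. Abundant genes falling together is argued against as the whole cause: among 10000 random lists matched on mean FPKM, the lowest median was −0.39. Scaling of the libraries is argued against in the same way, since quantile normalization left the median at −0.89. Gene length could be weighed only on other genes. Among 1252 genes whose reads were recovered, with at least 30 reads over the libraries, the median log2 fold change of the shortest sixth minus that of the longest was −0.19. These are weakly expressed, so a length bias cannot be told apart for this list and stays open. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave an absolute median as large, the real one, and the other 9 gave 0.25 to 0.37. Since 10 splits cannot give a smaller share, chance cannot be told apart by this count alone. By limma, 17 of the 20 genes had an adjusted p under 0.05, each of them lower. Reads shared with pseudogenes or paralogs, and effects of the siRNA on other transcripts, were not tested and stay open, as does an effect of *Xbp1* silencing itself.

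Genes of the list named ERK immediate early genes were also lower, again outside the genes the paper discusses. Of 21 genes tested, 16 were lower and 8 were called lower, with a median log2 fold change of −0.69 (adjusted p = 1.53e-06 by limma's camera, 9.81e-07 under fry and 0.0183 with an estimated correlation). Across the alternatives run the median lay between −0.74 and −0.61. *Egr1* had a log2 fold change of −1.62 and *Dusp6* one of −1.47. The 5 genes that were not lower include *Fos* with 0.11, *Fosb* with 0.16 and *Myc* with 0.05. *Fos* rests on 5 reads or fewer in each library. The list also holds genes such as *Ccnd1*, *Spry2* and *Etv5*, so it is broader than its name, and its median does not describe every immediate early gene. The list holds *Areg* and *Ereg*, but these alone are argued against as the cause: without them the median was −0.64, with 14 of 19 genes lower. Among 10000 random lists matched on mean FPKM the lowest median was −0.47, and quantile normalization left the list at −0.61, which argues against abundance and scaling as the whole cause. The difference of −0.19 between the shortest and longest genes comes from weakly expressed genes and does not settle a length bias for this list either. Of the 10 splits, 1 gave an absolute median as large, the real one, and the other 9 gave 0.20 to 0.27, so chance cannot be told apart by this count alone. By limma, 15 of the 21 genes had an adjusted p under 0.05, each of them lower. Effects of the siRNA on other transcripts, reads shared with paralogs and an effect of *Xbp1* silencing stay open and untested.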

How the results depend on the processing

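Of 822 values recomputed under alternatives for 57 results, none reversed direction. Of 41 single genes, 33 kept their direction and stayed called or not called, by adjusted p and fold change together, under each alternative that gave a value. For *Il7*, *Cd80*, *Edn1*, *Tlr1*, *Hgf*, *Eif2ak2*, *Rab27b* and *Spp1*, 28 values were weaker and none stronger. *Tlr3*, *Isg15*, *Hspa5* and *Dnajb9*, not called under any of the alternatives counted for single genes, crossed an adjusted p of 0.05 under 2, 8, 1 and 10 alternatives. The log2 fold changes of *Xbp1* and *Cdh13* stayed between −3.89 and −3.28 and between −1.38 and −1.31 across the alternatives run.

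With a pseudocount of 1, 114 genes were called higher and 205 lower, 316 of which were also called with 0.1. That setting called 4 genes of Fig. 4H higher and 0 of Table S2 higher, while *Cdh13* and *Lamp1* were called lower as before. With a pseudocount of 0.1, 26 of the 37 Table S2 genes tested had an unadjusted p under 0.05. These counts fell because a larger pseudocount shrinks the fold changes of weakly expressed genes. With a filter at a mean FPKM of 1, 242 genes were called higher and 5 of Fig. 4H, since fewer genes were tested (11610). Without the fold threshold, 2898 genes were higher and 2904 lower, and of Table S2 14 were higher and 7 lower, since more genes pass. Leaving out 1 library gave 329 to 380 genes higher and 346 to 369 lower. With the replicate number as a block, 363 genes were called higher and 353 lower. The numbers were not taken as pairs, since the deviations of libraries with the same number from their group means correlated across genes with r of −0.029, −0.027 and −0.012, and genes are not independent replicates.

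The share of variance of the first principal component was 50.2% with a pseudocount of 1, 30.1% with 0.01, 39.6% with a filter at a mean FPKM of 1, 34.8% with no filter, 53.2% with genes scaled to unit variance and 27.3% over the 1000 most variable genes. It ranged from 40.0% to 41.4% across the 6 fits that each left out 1 library, since fewer libraries share the variance. For the other shifts the cause was not tested.

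With an estimated correlation between genes, the medians of interferon-stimulated genes (0.25, adjusted p = 0.0878 from limma), NF-kB inflammatory genes (0.70, adjusted p = 0.0878) and ATF4 and CHOP target genes (−0.27, adjusted p = 0.0996) no longer passed the threshold. After quantile normalization the same held for interferon-stimulated genes (0.20) and ATF4 and CHOP target genes (−0.10, adjusted p = 0.221). Over their alternatives the adjusted p ranged from 8.42e-05 to 0.0954, from 1.27e-04 to 0.0878 and from 3.17e-04 to 0.221, respectively. Under fry, RIDD substrates (0.14) passed it, with an adjusted p of 0.00451 in a range from 0.00451 to 0.220. The cause was not tested. The difference by recognition site stayed between −0.53 and −0.39, except that without *Cdh13* and *Lamp1*, an alternative chosen after seeing the data, it was −0.27 and passed the threshold no longer (p = 0.0693, two-sided permutation test, in a range from 0.00412 to 0.0693). Few reads limit the genes at low FPKM, such as *Il7* and *Cd80*. The test of genes matching the siRNA seed was not run. *Il7* gave no value with a filter at a mean FPKM of 1, and neither did the other genes under that filter.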

Differences from the paper's values

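The paper's text gives T-cadherin mRNA, measured by PCR, as 65% of the control after *Xbp1* silencing, while *Cdh13* had 38.6% in the RNA-Seq values. None of the alternatives set before the data were examined closed the gap, with values from 38.3% to 40.2%. The paper's wording gives the 65% as what remained; taken as a reduction instead, it stands beside a reduction of 61.4% here, within 1.5-fold. The bars of Fig. 4B, read by eye, lie at about 35%.

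The paper's Fig. 4E, read by eye, gives about 59% of the variance to the first principal component and about 12% to the second, against 36.6% and 18.1% here. Among the alternatives set before the data were examined, a pseudocount of 1 (50.2%), a filter at a mean FPKM of 1 (39.6%), unit-variance scaling (53.2%) and leaving out any 1 library (40.0% to 41.4%) came within 1.5-fold of the paper's value for the first component, though none reached it, and a pseudocount of 0.01, no filter, median-ratio scaling, quantile normalization and the 1000 most variable genes did not. For the second component, a pseudocount of 1 (14.7%) and unit-variance scaling (15.1%) came within 1.5-fold and the others did not.

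The paper's Table S1 gives folds whose log2 is 1.14 for *Il7*, 3.12 for *Pglyrp2* and 2.78 for *Col12a1*, against 1.34, 2.65 and 2.54 here. *Il7* was compared by its reads, at least 3.44-fold higher, a bound over 1.5 times the paper's fold that was not recomputed under the alternatives set before the data were examined. By its fitted log2 fold change, *Il7* lies within the larger replicate SD of the paper's value here, and came to 1.17 without control replicate 2 and 1.23 after quantile normalization. For *Pglyrp2*, a pseudocount of 0.01 (3.07), leaving out control replicate 2 (2.87) and leaving out *Xbp1* siRNA replicate 3 (2.74) came within the larger replicate SD of the paper's value, and the others did not. For *Col12a1*, a pseudocount of 0.01 (2.75), leaving out control replicate 1 (2.62) and leaving out *Xbp1* siRNA replicate 2 (2.62) did so, and the others did not.

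The paper's 457 higher and 403 lower genes stand beside 386 and 359 here. An alternative chosen after seeing the values, in which values under 0.1 FPKM are set to 0.1 and genes pass at an unadjusted p under 0.05 from an equal-variance test per gene with an absolute log2 fold change of at least 1, gave 457 and 403. Of the 860 genes of Table S1, 858 were matched by name, and under these criteria all 858 have the fold and the p of Table S1, those of *Il7*, *Pglyrp2* and *Col12a1* included. Of the 860 genes that pass these criteria, 674 have a Benjamini-Hochberg adjusted p under 0.05. With limma, 718 of the 858 matched genes were called here, as were 720 of the 860 that pass these criteria, and 27 called genes were not matched to Table S1 by name, in which 2 names are calendar dates. *Tlr3*, which Fig. 4H plots and Table S1 lists, passes under those criteria, chosen after seeing the values, and was not called here.

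The paper ranks T-cadherin among the genes that fell most. Here *Cdh13* ranked 142 of 359 called lower by its fold change, and 168 of the 403 lower genes of Table S1. Among the 82 genes called lower with a mean FPKM of at least 30, its fold change ranked 34. By p-value (limma) it ranked 11 among all genes tested. The paper reports little difference between genes with and without the recognition site. Here their mean log2 fold changes differed by −0.49 (p = 0.00449, two-sided permutation test), and by −0.27 (p = 0.0693, two-sided permutation test) without *Cdh13* and *Lamp1*, a choice made after seeing the values.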

Other observations

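Apart from the camera tests of the gene lists, the tests in this part were chosen after the results were seen.

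Of the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many as 745 called genes, and the other 9 gave 0 to 4, with 198 to 288 genes at an unadjusted p under 0.05. The real split was also the only 1 with 12 of the Fig. 4H genes and 3 of the Table S2 genes called. The absolute median of each of the lists of interferon-stimulated genes, NF-kB inflammatory genes, XBP1s target genes, ATF4 and CHOP target genes and RIDD substrates was as large in 1 of the 10 splits, the real one, although for RIDD substrates another split came to 0.14 as well. With 10 splits the share cannot fall under 0.1, so the share alone cannot tell chance apart. The real split had 7017 genes at an unadjusted p under 0.05, and 5802 at an adjusted p under 0.05 (limma). Each of the other 9 splits mixes the conditions within its groups, so a real difference widens their spread and lowers their counts. For the called genes as a set, the 5802 genes at an adjusted p under 0.05 argue against chance as the cause. For the Fig. 4H genes, the Table S2 genes and the lists taken singly, the splits do not settle it.

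Targets of the spliced form of XBP1 moved both ways after *Xbp1* silencing. Of 35 genes tested, 11 were higher and 14 lower at an adjusted p under 0.05, with a median log2 fold change of 0.04 (adjusted p = 0.807 by limma's camera). Of these, 0 were called, and 26 had an unadjusted p under 0.05. *Dnajb9* had a log2 fold change of 0.23 and *Hspa5*, which encodes BiP, of −0.29, and −0.03 after quantile normalization. Of 20 ATF4 and CHOP target genes, 16 were lower, with a median of −0.27 (adjusted p = 0.00197, limma), and *Slc7a11*, which is also on the NRF2 list, was called lower. After quantile normalization 12 of them were lower. The median of 11 RIDD substrates was 0.14 (adjusted p = 0.133, limma). Of these, 0 were called, and 8 had an unadjusted p under 0.05. No biological explanation was tested for these lists.

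Outside the genes of Fig. 4H, 22 NF-kB inflammatory genes had a mean log2 fold change of 0.51 and 30 interferon-stimulated genes one of 0.15. The difference of 0.35 had p = 0.0466 in a two-sided permutation test, in which genes are not independent replicates. A candidate explanation is that genes regulated by NF-kB rose more than those regulated by interferon, as a hypothesis near the threshold that was formed and tested on the same data. Low reads of the inflammatory genes stay open.

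*Rplp0*, the reference for T-cadherin in Fig. 4B, was higher after *Xbp1* silencing, with 3184, 3105 and 3014 FPKM in the control libraries and 4359, 4257 and 4322 with *Xbp1* siRNA, a log2 fold change of 0.48. It was chosen after its values were seen. The other 70 ribosomal protein genes had a median of −0.15, with 66 lower; after quantile normalization the median was 0.10, with 21 lower. Scaling of the libraries is argued against as the whole cause, since *Rplp0* stayed 0.58 above that median after quantile normalization. *Rps2* had −1.52 and *Rpsa* −0.96. Relative to *Rplp0*, *Cdh13* came to 27.8% of the control. Reads shared between copies of ribosomal protein genes were not tested and stay open, as does an effect of *Xbp1* silencing.

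Many genes of Table S1 rest on few reads. Whole reads were recovered for 302 of them, of which 65 had 20 reads or fewer over the 6 libraries and 27 had 3 reads or fewer in every library.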
